# Nutrient levels control root growth responses to high ambient temperature in plants

**DOI:** 10.1038/s41467-024-49180-6

**Published:** 2024-06-01

**Authors:** Sanghwa Lee, Julia Showalter, Ling Zhang, Gaëlle Cassin-Ross, Hatem Rouached, Wolfgang Busch

**Keywords:** Plant molecular biology, Plant morphogenesis, Heat

## Abstract

Global warming will lead to significantly increased temperatures on earth. Plants respond to high ambient temperature with altered developmental and growth programs, termed thermomorphogenesis. Here we show that thermomorphogenesis is conserved in Arabidopsis, soybean, and rice and that it is linked to a decrease in the levels of the two macronutrients nitrogen and phosphorus. We also find that low external levels of these nutrients abolish root growth responses to high ambient temperature. We show that in Arabidopsis, this suppression is due to the function of the transcription factor *ELONGATED HYPOCOTYL 5* (*HY5*) and its transcriptional regulation of the transceptor *NITRATE TRANSPORTER 1.1* (*NRT1.1*). Soybean and Rice homologs of these genes are expressed consistently with a conserved role in regulating temperature responses in a nitrogen and phosphorus level dependent manner. Overall, our data show that root thermomorphogenesis is a conserved feature in species of the two major groups of angiosperms, monocots and dicots, that it leads to a reduction of nutrient levels in the plant, and that it is dependent on environmental nitrogen and phosphorus supply, a regulatory process mediated by the HY5-NRT1.1 module.

## Abstract (web summary)

This study shows root growth increases in high temperature in multiple plant species along with reduced plant nitrogen (N) and phosphorus (P). This growth response is abolished by low N and P environments and mediated via the HY5-NRT1.1 gene module.

## Introduction

The recent rise in global temperature is largely due to human activities and is predicted to continue. Most optimistic scenarios predict a 1.5 °C increase of global average temperatures by mid-century, while the middle of the road scenarios predict 2.7 °C increase by the end of the century^1^. Temperature profoundly affects biological systems due to its effect on the free energy for biochemical reactions according to the basic principles of thermodynamics^2,3^. Plants do not regulate their internal temperature and due to their sessile nature, they are very sensitive to climate change^4^. Plants respond to high ambient temperature with a developmental program termed thermomorphogenesis. The hall-mark phenotypes of thermomorphogenesis are elongated tissues including hypocotyl, petiole and root, hyponastic growth, stomatal development, and early flowering^5–8^.

There are two transcription factors serving as central hub in thermomorphogenesis, PHYTOCHROME INTERACTING FACTOR 4 (PIF4) and ELONGATED HYPOCOTYL 5 (HY5) both of which were originally identified as light signaling components^6,9–11^. PIF4 has a major role in the thermomorphogenesis of the shoot, which also involves other PIFs such as PIF1, 3, 5, and 7^10,12–16^. HY5 plays a major role in root thermomorphogenesis, which regulates primary root length at the early seedling stage^5,6^.

Another key factor for growth and development is nutrient availability. There is a strong interaction of nutrient availability and temperature for determining growth^17^. Conversely, nutrient content is affected by elevated temperature and increased CO_2_ levels^18–20^. Nitrogen (N), Phosphorus (P), and Potassium (K) are three macronutrients which are commonly used for agricultural fertilizer and to enhance growth. Due to the importance of macronutrient uptake, nutrient signaling has been widely studied. One of the most well-studied genes in nitrogen uptake is *NITRATE TRANSPORTER 1.1* (*NRT1.1*), which encodes for a dual-affinity nitrate transporter^21^ and nitrate sensor^22–25^. Furthermore, *OsNRT1.1B*, which is a functional homolog of *AtNRT1.1* in rice, has been showed to integrate N and P signaling^26^, suggesting that the role of NRT1.1 as a master regulator of N and P might be conserved across the plant kingdom.

Here, we show that shoot and root thermomorphogenesis are conserved among Arabidopsis (*Arabidopsis thaliana*), soybean (*Glycine max*), and rice (*Oryza sativa*). We find that this is linked to decreased N and P levels in plant tissues at higher temperatures. Conversely, low levels of N and P in the growth medium abolished thermomorphogenesis in Arabidopsis. We found that a module constituted by the thermomorphogenesis key regulator *HY5* and the nitrogen transceptor *NRT1.1* is in involved in this regulation process.

## Result

### Plants show conserved shoot and root thermomorphogenesis that goes along with decreased N and P levels in plant tissues

Root thermomorphogenesis studies have been largely restricted to Arabidopsis. We therefore wanted to compare this to the response in other species. For this, we grew Arabidopsis, rice, and soybean seedlings at ambient and elevated temperatures. For Arabidopsis, Col-0 wild-type seedlings were grown at either 21 °C or 28 °C for 5 days after 4 days of germination at 21°C (Fig. 1a, b). Soybean (Williams 82 variety) and rice (Kitaake ecotype) were grown at either 28 °C or 33 °C for 1 or 2 weeks for soybean and rice, respectively, after 7 days of germination at 28 °C (Fig. 1c-f). Similar to the reported Arabidopsis shoot and root thermomorphogenesis^6,10^ (Fig.1 a, b), both soybean and rice showed longer shoots and roots at higher temperatures, indicating that plants have a conserved elongation mechanism at higher temperatures.

**Fig. 1:**
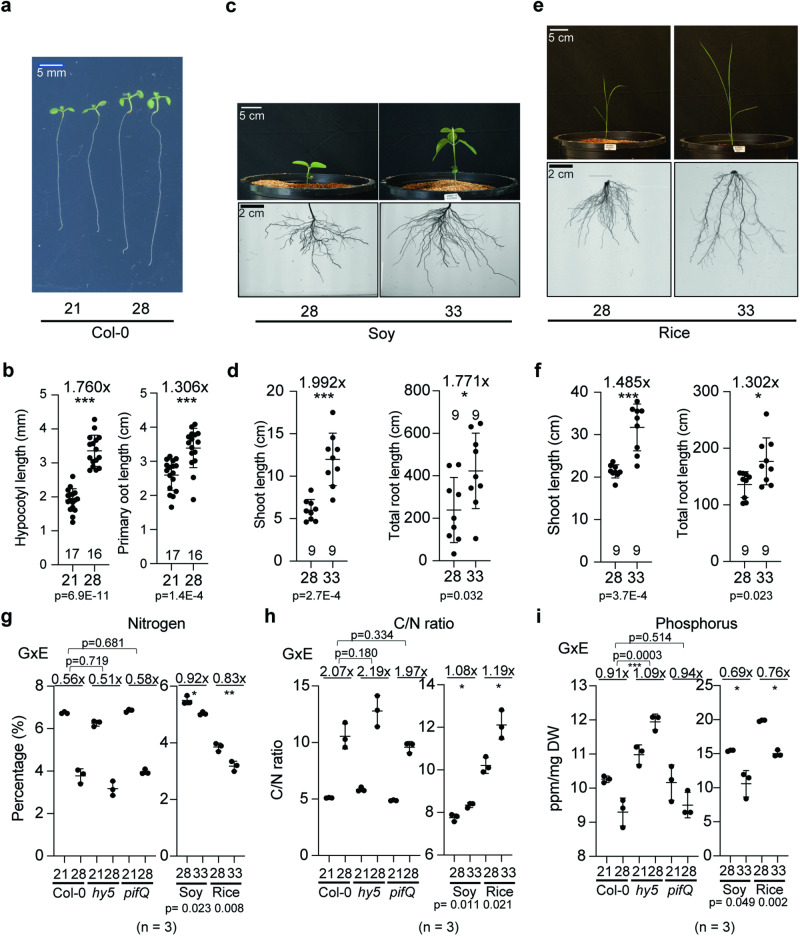
Plant developmental responses to high ambient temperatures are conserved and are linked to altered nutrient levels. **a**–**f** Phenotypes of Arabidopsis (Col-0; **a**, **b**), soybean (Williams82; **c**, **d**), and rice (Kitaake; **e**, **f**) at normal and higher temperatures. Arabidopsis seedlings were grown for 4 days on 1/2 ms plates at 21 °C and then kept either at 21 °C or 28 °C for 5 additional days. Rice and soybean seedlings were grown for 1 week at 28 °C and then either kept at 28 °C or 33 °C for additional 2 weeks for rice and 1 week for soybean, respectively. Scatter dot plot shows average difference in primary root length for Arabidopsis, and total root length for soybean and rice, and the number of plants. p-Value from one-sided Student’s *t* test. **g, h** Nitrogen (**g**) and C/N ratio (**h**) in Arabidopsis shoots (Col-0, *hy5-215*, and *pifQ*), soybean shoots, and rice shoots using CN analysis. **i** Phosphorus in Arabidopsis shoots, Soybean shoots, and rice shoots using MP-AES. For (**g–i**), *n* = 3 biologically independent samples were used. *p*-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA or one-sided Student’s *t* test; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Average fold difference of each group is indicated in the top region of the plot. Shoot parts from 4-week-old plants from Arabidopsis, soybean, and rice plants were used for the nutrient analyses. Plots indicate mean (horizontal line) and standard deviation (error bars).

Previous studies had exposed temperature-dependent gene expression changes of gene clusters related to nitrogen and other nutrient-related processes^5,6^ (Supplementary Data 1) Furthermore, HY5 has been found to regulate nitrogen^27,28^ and iron signaling^29,30^. We therefore hypothesized that nutrient composition or uptake could be changed at higher temperature. To test this hypothesis, we analyzed the nutrient composition of shoots of 4 week-grown plants of Arabidopsis, rice, and soybean (Fig. 1g–i, Supplementary Fig. 1). We also included Arabidopsis *hy5-215*^11^ and *pifQ*^31^ mutants in this analysis. Interestingly, levels of N and P were decreased in Arabidopsis, soybean, and rice at higher temperatures (Fig. 1g–i), while other nutrients showed less consistent patterns across the species at higher temperatures (Supplementary Fig. 1). As previous transcriptome experiments in *hy5* mutants had shown nitrogen related processes to be altered^5,6^ (Supplementary Data 1), we hypothesized that the observed temperature-dependent changes in N-levels were mediated by *HY5*. However, N-levels in the *hy5-215* mutant were not statistically different from Col-0 (Fig. 1g). This might suggest that while *HY5* is involved in transcriptional changes of genes involved in nitrogen-related processes, it isn’t required for the changes in N levels that are observed at high ambient temperature. Because of the prominence of P-level changes that we had observed at higher ambient temperatures, we also measured P in these genotypes. In contrast to N, the *hy5-215* mutant plants showed a significant, opposite change of P level changes in response to higher ambient temperature compared to the WT (Fig. 1i). *pifQ* was similar to Col-0 at high ambient temperature (Fig. 1g–i) indicating that PIFs are not required for this. Overall, our results showed that *HY5* is involved in the alteration of P levels of mature plant shoots that were observed at high ambient temperatures. As HY5’s impact in thermomorphogenesis can be observed in young seedlings, we wanted to investigate whether similar patterns of nutrient changes among genotypes and temperatures were detectable in the roots of young seedlings. For this, we measured nutrient contents of 9-day-old seedling roots from Arabidopsis, soybean, and rice. However, in these samples we didn’t detect the same trends as observed in older plant roots (Supplementary Fig 2). For example, we observed decreased N-levels and increased P-levels in rice, while Arabidopsis and soybean did not show any differences at higher temperature. These data suggest that changes of nutrients accumulate over time in plants and then cumulatively affect nutrient contents in the shoot part of more mature plants. Alternatively, it is also possible that this is a time-dependent regulatory process that starts later than 9 days after germination. Taken together our data show that the levels of N and P in plants are regulated in response to elevated temperature, and that in Arabidopsis HY5 is required for the regulation of temperature-dependent *P* level changes.

### HY5 integrates temperature and N–P signaling and directly represses *NRT1.1* transcription

Since we found *HY5* to be involved in temperature-dependent P-level changes in Arabidopsis and at least at the transcriptional level affected genes involved in nitrogen-related processes at high ambient temperature, we searched for a target downstream of *HY5* that could explain its function. HY5 is a bZIP protein transcription factor, which binds to several DNA sequence motifs including G-box (CACGTG) and CACGT motifs^32,33^. Published ChIP-seq data showed that HY5 binds to the promoter region of genes that are involved in nutrient-related responses such as those that we had identified using our RNAseq to be related to nitrogen and organic acids^6,32,33^; Supplementary Data 1). We identified genes that were bound by HY5 according to the ChIP-seq data^32^ and that are in the N–P signaling pathway. These genes included N signaling pathway genes such as *NIGT1.1, HHO2, NLP7, NRT1.1, NRT1.5*, *NRT2.1*, *NIA1*, and *LBD37*^23,34–39^. Interestingly, promoter regions of P signaling pathway genes including *PHO1, PHT1;8*, and *IPS1* did not show high enrichment in the HY5 ChIP-seq data (Supplementary Fig. 3). To examine whether HY5 directly binds to the promoter of the genes from the ChIP-seq analysis in our growth conditions (the published ChIP-seq data were obtained under different light conditions), we performed Chromatin Immunoprecipitation qPCR (ChIP-qPCR) using 4 days 21 °C grown *pHY5:HY5-GFP* whole seedlings with an additional 5 days growth at either 21 °C or 28 °C (Fig. 2a, b, supplementary Fig. 4a, b). Interestingly, we detected enrichment at high ambient temperature for only a subset of target promoters, including *NIGT1.1, HHO2, NLP7*, and *NRT1.1*. This indicates that HY5 directly binds to N signaling genes, with NRT1.1 also being involved in the integration of N and P signaling^26,40^. This might indicate that HY5 might directly regulate expression in a temperature dependent manner and thereby exert influence on N–P signaling. To test whether the transcription levels of those genes are altered at high ambient temperature, we performed qPCR of root and shoot tissues (Fig. 2c, supplementary Fig. 4c). Consistent with our ChIP-qPCR data, temperature-dependent HY5 enriched target genes such as *NIGT1.1, HHO2, NLP7*, and *NRT1.1* were significantly downregulated while the genes for which we hadn’t found ChIP-qPCR enrichment, such as *NRT1.5*, *NRT2.1, NIA1, and LBD37* were not altered at high ambient temperatures. Among the genes that were bound by *HY5* and downregulated, *NRT1.1* stood out as its transcript levels were strongly downregulated at high ambient temperature in the roots of Col-0, but this change of its expression level was abolished in the roots of *hy5-215* mutant plants. This was different in the shoot, as downregulation of *NRT1.1* upon high ambient temperatures and its dependency on *HY5* was much less pronounced there. Overall, this suggested that the transcript level of *NRT1.1* is tightly and directly regulated by HY5 in the root in a temperature-dependent manner. To further test whether HY5 directly binds to the promoter region of *NRT1.1*, we performed an Electrophoretic Mobility Shift Assay (EMSA) (Fig. 2d). Consistent with our hypothesis that HY5 binds to the *NRT1.1* promoter region, HY5 was able to bind to the G-box motif in the *NRT1.1* promoter region. Furthermore, we tested whether HY5 acts as a transcription repressor of *NRT1.1* transcription by using a dual luciferase assay in *Nicotiana benthamiana* (Fig. 2e). Consistent with our hypothesis that HY5 directly binds to the *NRT1.1* promoter and represses its transcription, transcription of the reporter was reduced in the presence of HY5, suggesting that HY5 represses *NRT1.1* transcription through direct binding to its promoter region. Taken together, our data strongly suggest that HY5 directly binds to the promoter region of *NRT1.1* and represses its transcription at high ambient temperature in the root. However, as we performed ChIP-qPCR in whole seedlings, EMSA in vitro, and the dual luciferase assay in *Nicotiana benthamiana*, it can’t be fully excluded that the direct binding of HY5 to the *NRT1.1* promoter, for some unknown reason (even through HY5 and NRT1.1 are expressed in the root), might not occur in the root.

**Fig. 2:**
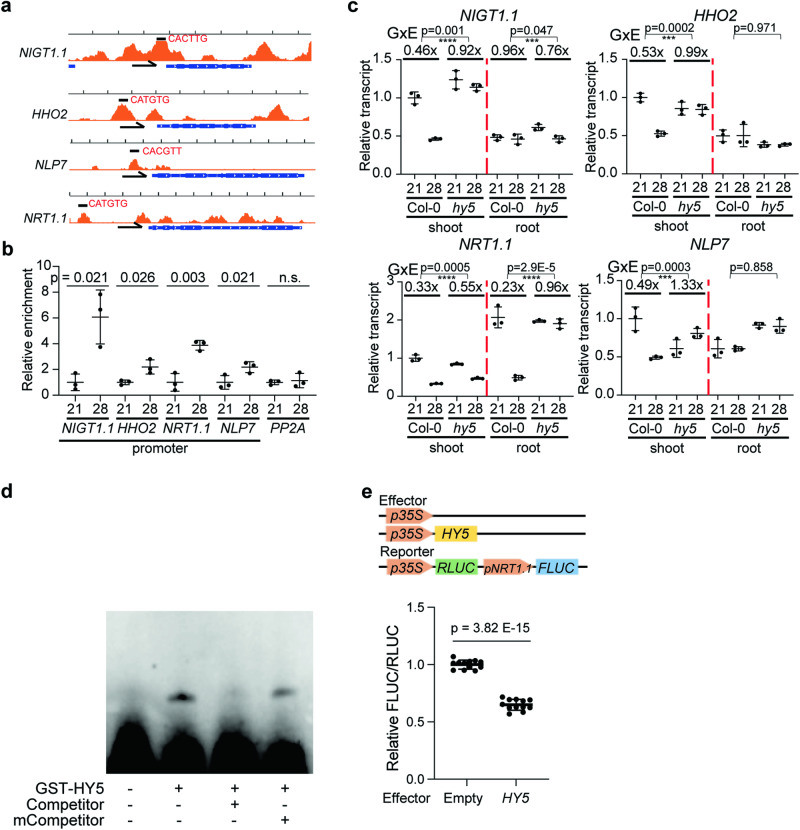
HY5 integrates temperature and N–P signaling and directly represses *NRT1.1* transcription. **a** IGV image of HY5 ChIP-seq data from Burko et al.^32^ of selected N–P signaling genes with transcription direction and binding motif. **b** Scatter dot plot of ChIP-qPCR results at normal and high ambient temperature of promoter regions of five different genes. *p*-Values for the two-sided Student’s *t* test. **c** Scatter dot plot of qPCR results at normal and high ambient temperature of four different genes using Col-0 and *hy5-215* shoot and root samples of seedlings. Relative transcript level was normalized using *PP2A* as a control and to the expression levels in the shoot. For (**b** and **c**), *n* = 3 biologically independent samples were used. p-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. **d** Electrophoretic Mobility Shift Assay (EMSA) showing GST-HY5 binds to G-box motif of NRT1.1 promoter region. G-box motif containing nucleotides were biotin labeled. Competitor is the same sequence but biotin unlabeled. mCompetitor is mutated version of G-box motif (CACATG to CCCATG) without biotin label. Two independent experiments were repeated with similar results. **e** dual luciferase assay using *Nicotiana benthamiana*. (upper) Effector and reporter constructs are described. (lower) Relative FLUC/RLUC showing HY5 as a transcriptional repressor. *n* = 12 biologically independent samples were used. *p*-Value from two-sided Student’s *t* test. Plots from (**b**, **c**, and **e**) indicate mean (horizontal line) and standard deviation (error bars).

In contrast to NRT1.1, further investigation of other candidate genes did not provide strong support of their direct regulation by HY5. While the transcript level of *NIA1* was altered in *hy5-215* mutant, there was no indication of a change in HY5 binding at high ambient temperature according to our ChIP-qPCR (Supplementary Fig. 4a–c), suggesting that *NIA1* transcript level is altered indirectly. Furthermore, the transcript level of *NRT1.5* decreased at high ambient temperature both in Col-0 and *hy5-215* mutant (Supplementary Fig. 4a-c), indicating that other components might be responsible for regulating *NRT1.5* transcript levels at high ambient temperature. Taken together, our data suggest that HY5 regulates root thermomophogenesis, transcriptional programs relating to nitrogen, and phosphate levels by repressing the N–P signaling genes and by directly regulating key genes such as *NRT1.1*.

### Root thermomorphogenesis depends on external N–P levels and phosphorylation but shoot to root mobility of HY5 is not required for this

Because *HY5* is involved in the regulation of genes that play a role in nitrogen and nutrient-related processes and is required for the appropriate *P* level changes in response to high ambient temperature (Supplementary Data 1, Fig. 1g–i), we hypothesized that *HY5* levels might be affected by N–P deficient conditions at high ambient temperature. To test this hypothesis, Col-0 plants were grown for 5 days at either 21 °C or 28 °C after 4 days for germination in 21 °C in three different media conditions: 1/2MS (N:11400 μM, P: 625 μM), mildly nitrogen deficient (N: 550 μM), and mildly phosphorus deficient (P: 100 μM)^41^. *HY5* transcript levels only changed in ½ MS medium in response to high ambient temperature, but not in -N or -P conditions (Fig. 3a). Similar to a short time of exposure to high ambient temperature for 4 h^6^, HY5 protein levels were elevated even after a long time of high-temperature exposure for 5 days in nutrient sufficient ½ MS media. Consistent with the transcript levels, HY5 protein levels did not change in N or P deficient media under high temperature (Fig. 3b).

**Fig. 3:**
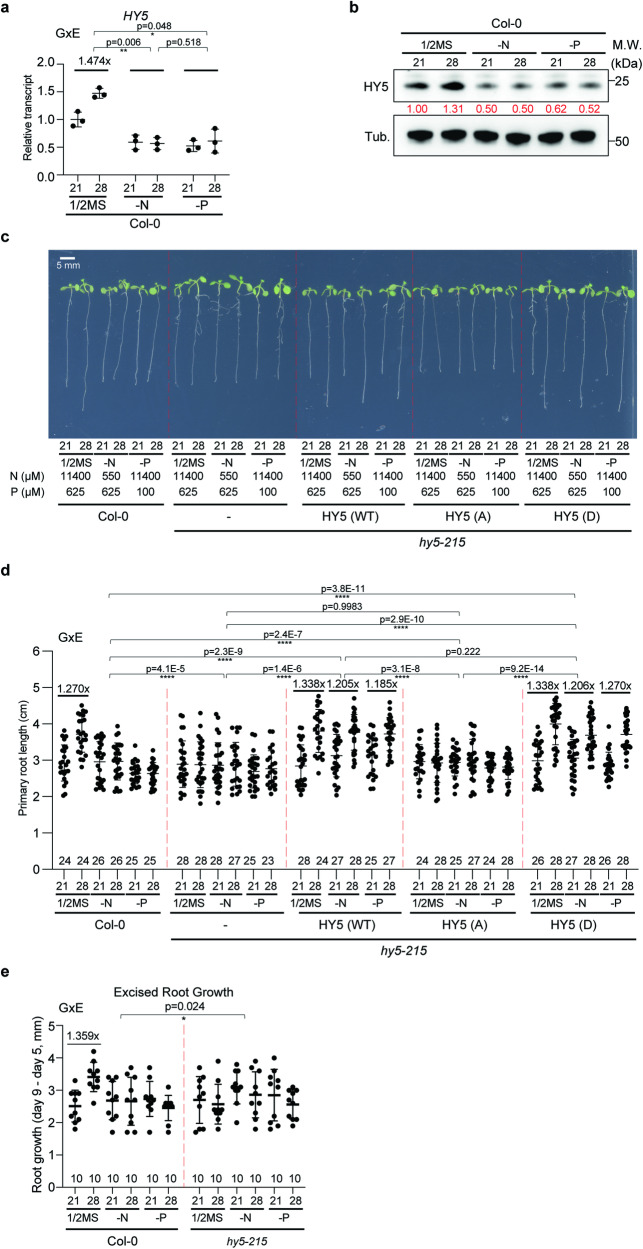
Root thermomorphogenesis depends on external N–P levels and phosphorylation but not shoot to root mobility of HY5 is required for this. **a**, **b** HY5 transcript (**a**) and protein (**b**) level grown on different media at control and high ambient temperature. Root samples were analyzed separately. For (**a**), *n* = 3 biologically independent samples were used. Native HY5 antibody was used for Western blot. Red number indicates the relative signal intensity divided by HY5 signal to Tubulin. **c** Phenotypes of Col-0, *hy5-215*, and 3 different forms or HY5 overexpression lines (WT, A: phospho-dead, D: phospho-mimic) in *hy5-215* grown on different media at control and high ambient temperatures. **d** Scatter dot plot of (**c**). **e** Phenotypes of excised roots grown on different media at control and high ambient temperature with the number of plants indicated. Average fold difference of each group is indicated in the top region of the plot. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars). *p*-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

We then set out to test whether the altered HY5 level affected root thermomorphogenesis in these three different conditions. As it had been shown that SPA mediated HY5 phosphorylation is crucial for root thermomorphogenesis^6^, we not only utilized the *hy5-215* mutant line but also three transgenic overexpression lines in the *hy5-215* mutant background: *35* *S:HY5-GFP, 35* *S:HY5 S36A-GFP*, and *35* *S:HY5 S36D-GFP*. In wildtype, root thermomorphogenesis was observed only in ½ MS grown seedlings, which displayed increased HY5 protein levels at high ambient temperature (Fig. 3a, b). Grown on N or P deficient media, wildtype seedlings did not show a longer primary root at high ambient temperature. This was similar to the response of the *hy5-215* mutant, in which there is no HY5 protein produced and that didn’t even display increased root length in nutrient sufficient conditions (Fig. 3b, c). HY5 plants overexpressing HY5 or a HY5 phospho-mimic S36D version could not only complement the *hy5-215* mutant phenotype in nutrient sufficient conditions, but in addition led to thermomorphogenesis in -N, and -P media. In contrast, overexpression of the phospho-dead S36A HY5 version did not complement the *hy5-215* mutant phenotype in any of the conditions. This shows that phosphorylation of HY5 is necessary for HY5 activation and stabilization during thermomorphogenesis and HY5 phosphorylation is sufficient for eliciting thermomorphogenesis under otherwise restrictive condition such as low environmental levels of N or P. It also might suggest that SPA dependent phosphorylation is involved in this. Overall, these data suggest that phosphorylation of HY5 is essential for temperature mediated primary root elongation and that the lack of temperature dependent root growth response in N or P deficient medium is due to the lack of increased HY5 levels.

We then tested the effect of excessive amount of N or P on root thermomorphogenesis. For this, Col-0 seedlings were grown in N or P excessive media at high ambient temperature (Supplementary Fig. 5). Col-0 seedlings did not display exaggerated root thermomorphogenesis in N or P excessive media at high ambient temperature when comparing it to 1/2MS conditions, indicating that excessive amounts of N or P do not affect root elongation at high ambient temperature. Taken together, these data suggest that sufficient amounts of N and P are required for HY5 mediated root thermomorphogenesis.

While it is not yet fully resolved whether HY5 movement from shoot to root is always necessary for root thermomorphogenesis, we tested this with regards to the inhibition of root thermomorphogenesis by low N and P levels. For this, we excised the roots of 4-day-old Col-0 and *hy5-215* seedlings and grew them for additional 5 days in N or P deficient media at high ambient temperature (Fig. 3e). Excised Col-0 roots were able to respond to high ambient temperature in ½ MS but not in N or P deficient media. Excised *hy5-215* roots were not able to respond to the elevated temperature in any of the conditions. Overall, this is supportive of a major root autonomous function of HY5 in root thermomorphogenesis and its alteration by low N and P levels.

### NRT1.1 integrates N and P dependent root thermomorphogenesis

NRT1.1 has been shown to be a key component in nitrate signaling and is regulated by nitrate and phosphate level, as well as by auxin in root development^23,40,42^. NRT1.1 protein level is destabilized during P starvation in Arabidopsis^40^ and the OsNRT1.1B-OsSPX4 module has been identified to integrate nitrate and phosphate signaling in rice^26^. As *NRT1.1* transcript levels were decreased at high ambient temperature and were tightly regulated by HY5 in a root specific manner via its direct transcriptional suppression (Fig. 2c-f), we performed qPCR using roots of Col-0 and a HY5 overexpressing line (*35* *S:HY5-GFP*/*hy5-215*) grown on nutrient sufficient or deficient media (Fig. 4a). These plants were grown at either 21 °C or 28 °C for 5 days after they had germinated and grown for 4 days at 21 °C. Seedlings grown on nutrient sufficient medium displayed significantly decreased transcript levels of *NRT1.1* at high ambient temperatures. Seedlings grown on N or P deficient media showed a decreased level of *NRT1.1* transcript at 21 °C (albeit not as low as those grown on at 28 °C and nutrient sufficient medium) and this was not further decreased in high ambient temperature. This might suggest that sufficient amounts of N and P are necessary for the high level of NRT1.1 transcripts at 21 °C and that nutrient deficiency and high ambient temperature independently reduces NRT1.1 transcript levels to the lowest level. Furthermore, the HY5 overexpression line showed decreased transcript levels of *NRT1.1* in all tested nutrient conditions (½ MS, -N, and -P media) at high ambient temperature, which is in line with the thermomorphogenesis phenotypes in these plants (Fig. 3b, c). Overall, these results indicate that while *NRT1.1* transcript levels might be independent from HY5 at 21 °C, HY5 is able to repress *NRT1.1* transcription at high ambient temperature to trigger root thermomorphogenesis.

**Fig. 4:**
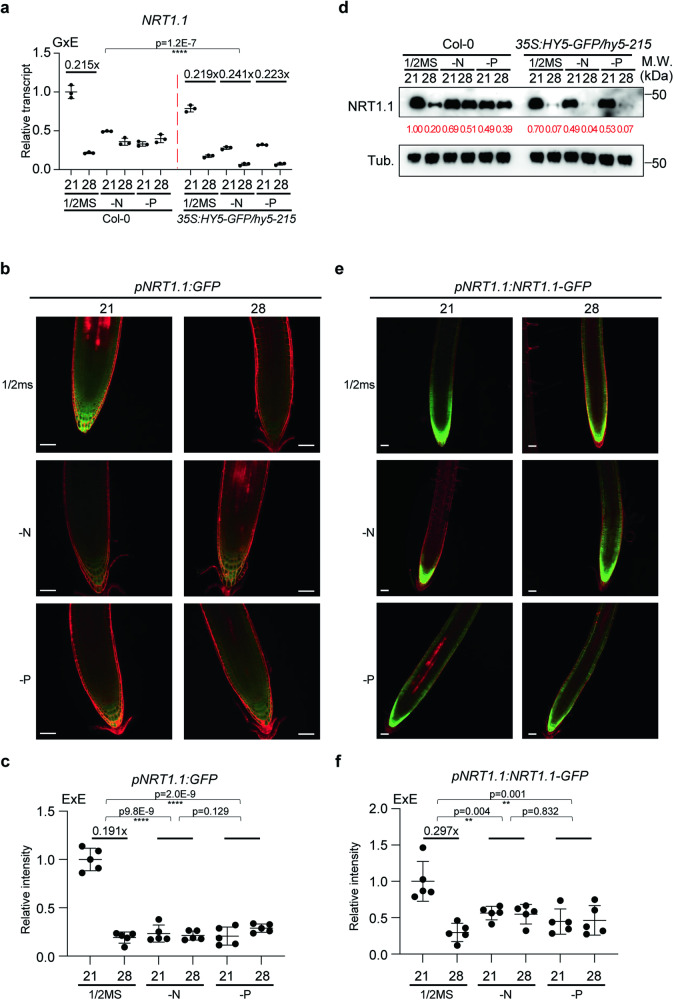
NRT1.1 integrates N–P signaling and root thermomorphogenesis. **a** Scatter dot plot of qPCR results at normal and high ambient temperature grown Col-0 and *35S:HY5-GFP*/*hy5-215* seedlings grown on different media (1/2MS, -N, -P). Only root samples were used for the analysis. The relative transcript level of *NRT1.1* was normalized by the expression levels of *PP2A* and to the expression levels in the shoot. For (**a**), *n* = 3 biologically independent samples were used. **b** Confocal microscopy images of *pNRT1.1:GFP* transgenic line at normal and high ambient temperature grown on different media (1/2MS, -N, -P). **c** Scatter dot plot of the signals quantified from confocal microscopy images of (**b**). Quantification of the signal intensity. **d** Western blot analysis of Col-0 and *35S:HY5-GFP*/*hy5-215* seedling roots using native NRT1.1 antibody. Red number indicates the relative signal intensity divided by NRT1.1 signal to Tubulin. Two independent experiments were repeated with similar results. **e** Confocal microscopy images of *pNRT1.1:NRT1.1-GFP* transgenic line at normal and high ambient temperature grown on different media (1/2 ms, -N, -P). Scale bar indicates 50 μm. **f** Scatter dot plot of the signals quantified from confocal microscopy images of (**e**). Media concentrations includes: 1/2MS (N:11400 μM, P: 625 μM), mildly nitrogen deficient (N: 550 μM, P: 625 μM), and mildly phosphorus deficient (N:11400 μM, P: 100 μM). Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars). For (**c** and **f**), *n* = 5 biologically independent samples were used. *p*-Values for the corresponding ExE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

To investigate these transcriptional changes in higher detail, we analyzed seedlings of the *pNRT1.1:GFP* reporter line^43^ grown at 21 °C or 28 °C, to assess tissue specific expression changes in different nutrient conditions using confocal microscopy (Fig. 4b, c). Reflecting the data from the qPCR, the *pNRT1.1:GFP* signal was decreased in the root apex at high ambient temperature in roots grown on nutrient sufficient medium. The GFP signal was much lower in roots grown on N or P deficient media at both temperatures (Fig. 4b, c). Overall, these data suggest that sufficient amounts of N and P are necessary for the suppression of *NRT1.1* transcript level at high ambient temperature.

As *NRT1.1* transcript level is altered in different media and temperature conditions (Fig. 4a–c), we measured total root protein levels of NRT1.1 using a native NRT1.1 antibody (Fig. 4d). Similar to the transcriptional response, NRT1.1 protein levels decreased at high ambient temperature under nutrient sufficient conditions (Fig. 2c, Fig. 4a). This indicates that both transcription and protein level of NRT1.1 are decreased at high ambient temperature. Importantly, the decrease of NRT1.1 protein level observed at high ambient temperature, was less pronounced in -N and -P media (Fig. 4a, d). The HY5 overexpression line showed strongly decreased NRT1.1 protein levels in all nutrient conditions (½ MS, -N, and -P media) at high ambient temperature (Fig. 4d) showing that transcriptional downregulation strongly affects NRT1.1 protein levels at high ambient temperature. To assess whether protein degradation also contributes to the observed decrease of NRT1.1 protein level at high ambient temperatures, we treated the samples with cycloheximide (CHX) and ES9-17 for 4 h, which are protein synthesis and clathrin-mediated endocytosis inhibitors, respectively (Supplementary Fig. 6). We reasoned that any NRT1.1 level change that is observed between CHX treatment and concomitant treatment with CHX and ES9-17 would be indicate of inhibiting NRT1.1 degradation (through inhibiting clathrin-mediated endocytosis). Concomitant treatment with CHX and ES9-17 resulted in increased levels of NRT1.1 in all treatments when compared to CHX treatments alone, indicating that the observed change of NRT1.1 protein levels at high ambient temperature and in -N and -P conditions are at least partly due to post-translational regulation and degradation. To further corroborate NRT1.1 regulation at the protein level, we examined it in the root apex at cellular resolution. For this, we utilized *pNRT1.1:NRT1.1-GFP* transgenic plants^23^ (Fig. 4e, f). Consistent with the data from the western blots, NRT1.1 protein level was decreased in the root apex in ½ MS media at high ambient temperature, while N or P deficient media grown seedlings did not show decreased *NRT1.1-GFP* signal in the root tip (Fig. 4e, f). Overall, the data suggest that changes in NRT1.1 transcript and protein level might be necessary for root thermomorphogenesis.

### The *HY5*-*NRT1.1* regulatory module is required for the interaction of root thermomorphogenesis and P level

As *NRT1.1* transcript level was tightly regulated by HY5 in the root at high ambient temperatures (Fig. 2c–f), we examined if there is a *HY5* feedback loop from NRT1.1 on *HY5*. *HY5* transcript levels showed similar patterns in the *NRT1.1* loss of function mutant line (*chl1-5)* compared to Col-0 in the root, where *HY5* transcript level is induced at high ambient temperature, and a slightly increased response to high temperature in the shoot (Fig. 5a). This indicated that there is no significant feedback from NRT1.1 on the *HY5* transcript level in the root. To test this at the protein level we performed western blots (Fig. 5b). Interestingly, HY5 protein level was more accumulated in *chl1-5* mutant roots in all our conditions, suggesting that *NRT1.1* might regulate HY5 protein stability directly or indirectly via unknown mechanisms. Furthermore, NRT1.1 protein accumulated to a higher extent in *hy5-215* mutant roots at high ambient temperature, which was consistent with its transcript level (Fig. 2c), indicating that HY5 has an important role to suppress *NRT1.1* transcript level and thus regulates NRT1.1 protein level at high ambient temperature.

**Fig. 5:**
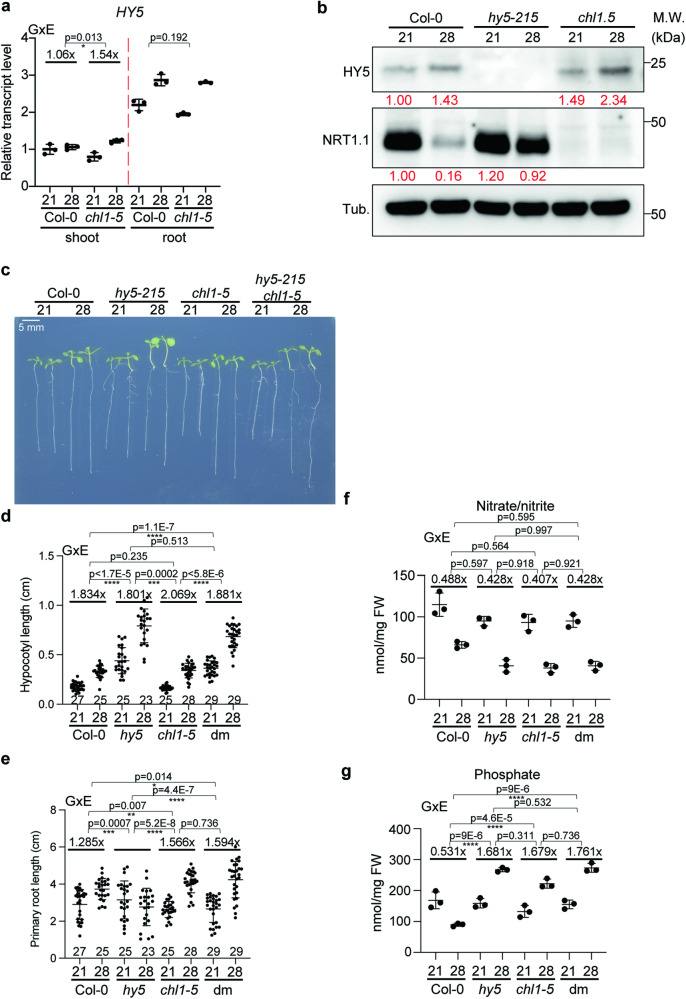
The *HY5*-*NRT1.1* regulatory module is required for the interaction of root thermomorphogenesis and P level. **a** qPCR results of *HY5* transcript level at normal and high ambient temperature using Col-0 and *chl1-5* seedlings with separated samples of shoot and root. Relative transcript level was normalized using *PP2A* as a control and to the expression levels in the shoot. Shoot and root samples were analyzed separately. *n* = 3 biologically independent samples were used. **b** Western blot analyses of NRT1.1 and HY5 using Col-0, *hy5-215*, and *chl1-5* root. Red number indicates the relative signal intensity divided by NRT1.1 or HY5 signal to Tubulin. **c** Phenotypic analyses of Col-0, *hy5-215*, *chl1-5*, *hy5-215 chl1-5* double mutant at high ambient temperature. **d**–**g** Scatter dot plot of phenotypic analyses, hypocotyl length (**d**), root length (**e**), nitrate and nitrite composition (**f**), and phosphate composition (**g**). For nitrate/nitrite and phosphate composition analyses, seeds of each genotype were grown on soil for 2 weeks at 21 °C and transferred into either 21 °C or 28 °C for additional 2 weeks. Then the leaves were used for the analyses. For (**f** and **g**), *n* = 3 biologically independent samples were used. *p*-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. Average fold difference of each group is indicated in the top region of the plot. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars).

The direct binding of HY5 to the *NRT1.1* promoter and the transcriptional regulation of *NRT1.1* expression level by *HY5* (Fig. 2a–e) had indicated that HY5 is upstream of NRT1.1. To genetically test this, we obtained mutant lines of *HY5* (*hy5-215)*, *NRT1.1* (*chl1-5)*, double mutant (*hy5-215 chl1-5*). We then assessed hypocotyl and primary root length, as well as N–P composition at standard and high ambient temperatures (Fig. 5c–g). As reported previously^5,6^, *hy5-215* showed a thermo-insensitive root phenotype. The *chl1-5* mutant showed an increased root elongation phenotype at high ambient temperature compared to that of Col-0, while displaying a similar pattern of shoot thermomorphogenesis (Fig. 5c, d). Consistent with our data that HY5 represses *NRT1.1* expression in a root specific manner at high ambient temperature (Fig. 2c), *hy5-215 chl1-5* double mutant plants showed similar phenotypes to *hy5-215* in the shoot and *chl1.5* in the root, respectively (Fig. 5c–e). This indicates that *chl1-5* and *hy5-215* are additive towards hypocotyl and primary root length in response to temperature. To further support our model, we also checked whether overexpressed *NRT1.1* could repress root thermomorphogenesis using a *35S:NRT1.1-MYC* line^44^ (supplementary Fig. 7). As expected, the *NRT1.1* overexpression line did not show root thermomorphogenesis indicating that overexpressing *NRT1.1* overrides the transcriptional repression of *NRT1.1* by HY5 and thus shows a similarity to *hy5-215*. To assess whether the root thermomorphogenesis phenotypes were linked to N–P level alterations at high ambient temperature, we measured nitrate/nitrite and phosphate levels in the mutants (Fig. 5f, g). Consistent with the MP-AES results (Fig. 1g, i), Col-0 and *hy5-215* showed different patterns of P level alteration at high ambient temperature, while all the genotypes showed similar patterns of decreased N level at high ambient temperature. Interestingly, *chl1-5* and *hy5-215 chl1-5* double mutant plants showed a similar P pattern with *hy5-215*, which indicates that the *NRT1.1* alteration upon temperature is critical for P level alteration at high ambient temperature. To investigate whether the temperature dependent alteration of phosphate levels is a general part of thermomorphogenesis or tied to the *HY5-NRT1.1* module, we utilized the *pils6-1* mutant and the *35S:PILS6-GFP*, as PILS6 is known regulator of root thermomorphogenesis^45^. Interestingly, both *pils6-1*mutant and *PILS6* overexpression line showed similar phosphate levels to Col-0, indicating that P level regulation is not a general part of thermomorphogenesis but is specifically regulated by the *HY5-NRT1.1* module (Supplementary Fig. 8). Taken together, these data suggest that *HY5-NRT1.1* regulatory mechanism has an important role to regulate root thermomorphogenesis and P level alteration at high ambient temperature.

### The *HY5*-*NRT1.1* regulatory mechanism alters global gene expression at high ambient temperature

Because the transcript level of *NRT1.1* was down-regulated by HY5 in a root specific manner at high ambient temperature, we performed RNAseq to examine the global gene expression pattern at high ambient temperature using Col-0, *hy5-215*, and *chl1-5* plants. These plants were grown at either 21 °C or 28 °C for additional 5 days after 4 days of germination at 21 °C. Consistent with our qPCR results, *NRT1.1* was among the most downregulated gene in Col-0 roots when comparing 28 °C to 21 °C (Fig. 6a).

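RNA from roots and from shoots of Col-0, the HY5 mutant hy5 and the NRT1.1 loss of function mutant chl1-5 was sequenced with 3 replicates at each temperature, which gives 36 libraries in 12 groups. The sample labels describe each root replicate as a pool of about 50 roots. The authors aligned the NovaSeq 6000 reads with STAR 2.7.0a and gave the level of each gene as reads relative to gene length and to the total reads of the library (RPKM). The paper's text does not name the annotation release or the tool that counted the reads. With the gene lengths of the TAIR10.1 annotation, or another whole-number length for 5 genes, every value above 0 equals a whole number of reads, so the depth behind each value is known. The root libraries hold between 61.1 and 89.3 M reads on genes, with a median of 72.3 M, and the shoot libraries between 51.8 and 84.7 M, with a median of 72.5 M. Among the root groups, the median was lowest in Col-0 at 28 °C, with 64.3 M reads, and highest in chl1-5 at 28 °C, with 79.4 M. At the median depth of all libraries, 1 read on a gene of 1 kilobase equals 0.0138 RPKM. The squared difference between a pair of root replicates was 2.37 to 8.43 times that of the sampling of reads alone (median over genes, 18 pairs), so the spread between replicates limits the precision more than the depth does. For roots, log2(RPKM + 1) was fitted with limma for the 17742 genes with a mean of at least 1 RPKM over the 18 root libraries, with 1 mean for each genotype and temperature and Benjamini-Hochberg adjustment within each comparison. A gene was called a DEG at an adjusted p under 0.05 with a log2 fold change above 1 or below -1 between 28 °C and 21 °C. Whether a mutant responded differently from Col-0 was tested as the difference between both log2 fold changes, again at an adjusted p under 0.05. GO terms were not analysed here. In their place, 10 lists of genes written for the processes named in Fig. 6b, c and for related responses were tested.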

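NRT1.1 (AT1G12110) was at 75.7 ± 4.19 RPKM (SD, n = 3) in Col-0 roots at 21 °C and at 12.9 ± 2.28 RPKM (SD, n = 3) at 28 °C. The libraries lay between 70.9 and 78.2 RPKM at 21 °C and between 10.3 and 14.3 RPKM at 28 °C, with at least 2745 reads on the gene in each. The log2 fold change was -2.48 (standard error 0.12, adjusted p = 2.8e-10). By the size of its fall, NRT1.1 ranked 14 among the 17742 genes tested and 8 among the 8283 genes with a mean of at least 10 RPKM. A pseudocount of 0.1 in place of 1 moved the log2 fold change to -2.56, and the fit without the second 28 °C replicate of Col-0 moved it to -2.33. In hy5 roots, NRT1.1 fell from 82.5 ± 14.1 to 34.2 ± 5.86 RPKM (SD, n = 3 each), a log2 fold change of -1.25 (adjusted p = 5.6e-07). The change in hy5 was smaller than that in Col-0 by 1.23 on the log2 scale (standard error 0.18, adjusted p = 0.000214), and between 1.09 and 1.37 in the 12 fits that each left out 1 replicate. Root libraries of chl1-5 held 0 to 4 reads on NRT1.1 at both temperatures, so no fold change is given there. HY5 (AT5G11260) rose in Col-0 roots from 25.2 ± 1.62 to 42.5 ± 6.74 RPKM (SD, n = 3 each), a log2 fold change of 0.73 (adjusted p = 4.0e-06). In chl1-5 roots, it rose to 38.7 ± 3.15 RPKM (SD, n = 3; log2 fold change 0.84, adjusted p = 6.9e-07), and the difference from Col-0 was 0.12 (adjusted p = 0.693). HY5 transcript was lower in hy5 roots, at 7.69 ± 0.611 RPKM at 21 °C and 6.78 ± 0.421 RPKM at 28 °C (log2 fold change -0.16, adjusted p = 0.143). It was not lower in hy5 shoots at 21 °C, with 5.49 to 5.96 RPKM against 4.67 to 4.99 RPKM in Col-0 shoots. At 28 °C, HY5 lay between 4.76 and 5.68 RPKM in hy5 shoots and between 7.93 and 8.25 RPKM in Col-0 shoots.

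**Figure D1:**
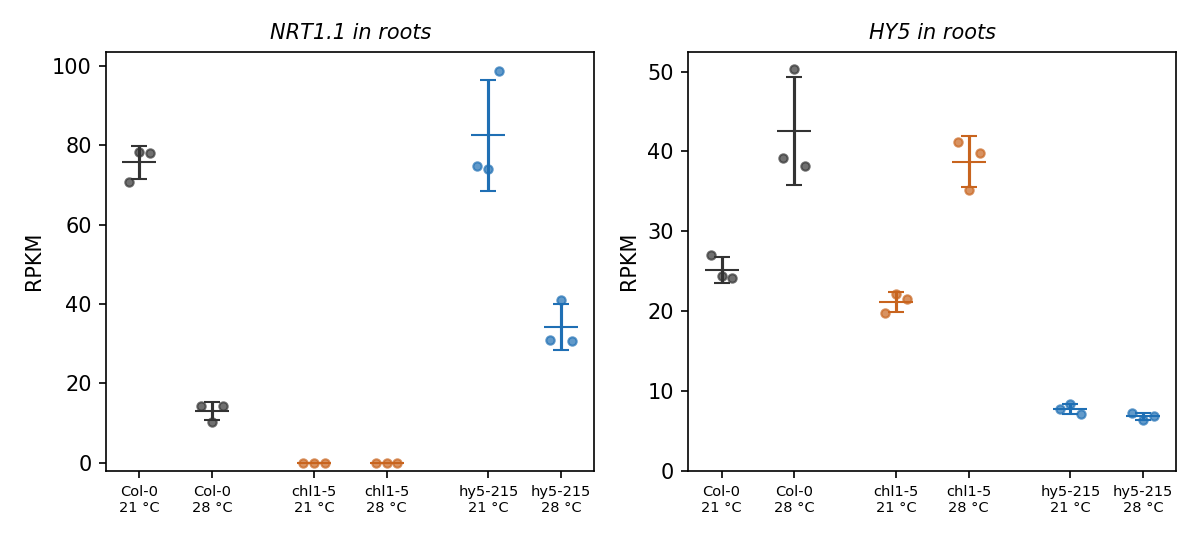
Levels of NRT1.1 and HY5 in each root library in RPKM, by genotype and temperature (points, 3 libraries per group), with the mean (horizontal line) and SD (bar). NRT1.1 lies between 70.9 and 78.2 RPKM in Col-0 at 21 °C and between 10.3 and 14.3 RPKM at 28 °C.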

**Fig. 6:**
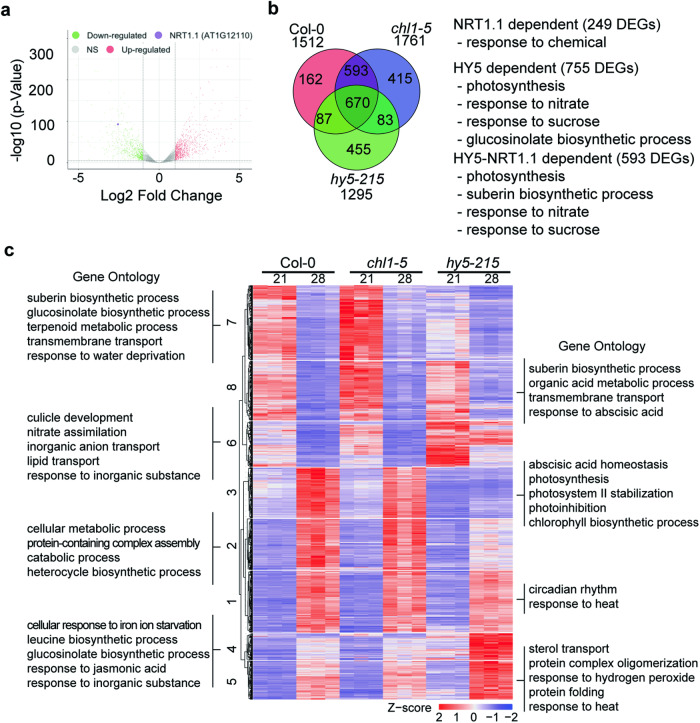
*HY5-NRT1.1* regulatory mechanism controls global gene expression at high ambient temperature. **a** Volcano plot of RNAseq using Col-0 root samples. Col-0 seedlings were grown for 4 days in 21 °C and then transferred to either 21 °C or 28 °C for additional 5 days and collected. Threshold of two sided *p*-value is 0.05, and Log2 Fold change threshold is −1 and 1. *NRT1.1* is labeled with purple dot. **b** Venn diagram of root Differentially Expressed Genes (DEGs) in Col-0, *chl1-5*, and *hy5-215* mutant at high ambient temperature. Gene Ontology (GO) analysis clusters within each group are described next to the Venn diagram. **c** Heatmap analysis shows that Col-0, *chl1-5*, and *hy5-215* mutant have different expression pattern. Representative GO analyses of each cluster are noted. Three biological repeats were performed for RNAseq analysis.

Many genes were differentially expressed in these three genotypes in response to temperature: 1512, 1761, and 1295 DEGs in Col-0, *chl1-5*, and *hy5-215*, respectively (Fig. 6b). 

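In the 18 root libraries, 750 genes were DEGs between 28 °C and 21 °C in Col-0, 430 of them up and 320 down. In chl1-5, 947 genes were DEGs (472 up and 475 down), and in hy5, 568 genes (344 up and 224 down). The alternative that moved these counts most was the other threshold in the paper's methods, an adjusted p under 0.05 with any fold change, which 11759 genes passed in Col-0, 11953 in chl1-5 and 10823 in hy5. The median absolute log2 fold change of the 11759 genes in Col-0 was 0.32. With each replicate left out in turn, the number of DEGs lay between 693 and 820 in Col-0, between 889 and 1038 in chl1-5 and between 522 and 587 in hy5. The largest changes are given for genes with a mean of at least 10 RPKM whose libraries at both temperatures did not overlap. In Col-0, HOL2 (AT2G43920) rose from 0.475 ± 0.174 to 33.5 ± 8.17 RPKM (SD, n = 3 each), a log2 fold change of 4.53 on RPKM + 1 (standard error 0.33, adjusted p = 1.3e-08). HSP17.6II (AT5G12020) followed with 4.34 and AT1G19530 with 3.85. The largest falls in Col-0 were those of AT2G43590 (-3.37) and AT4G28940 (-3.29), followed by AT5G44550. In chl1-5, AT1G19530 (4.71), HOL2 (4.49) and AT4G07820 (4.38) rose most, and AT2G43590 (-4.01), NAS2 (AT5G56080, -3.46) and AT4G28940 (-3.20) fell most. In hy5, HSP17.6II (4.35), HSP17.4 (AT3G46230, 3.36) and LCR85 (AT4G22210, 3.17) rose most, and AT4G33720 (-4.91), AT1G73120 (-2.99) and AT2G43590 (-2.45) fell most. The adjusted p-values of the 18 changes lay between 3.5e-13 and 3.1e-07.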

More than 83% of root Col-0 DEGs were shared between Col-0 and *chl1-5*, indicating that despite the hypersensitive root thermomorphogenesis *chl1-5*, the mutant mounts a very similar response. 

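Of the 750 DEGs in Col-0 roots, 651 (86.8%) were also DEGs in chl1-5, 369 of them up and 282 down in Col-0. This share was between 83.7% and 90.3% in the 18 fits that each left out 1 root replicate. In chl1-5, 748 of the 750 genes changed in the same direction as in Col-0, and the median ratio of both log2 fold changes was 1.04. The median absolute log2 fold change of the 750 genes was 1.32 in Col-0 and 1.44 in chl1-5. The difference between the responses of chl1-5 and Col-0 passed the test for 417 of the 17742 genes (2.35%), with a more positive response in chl1-5 for 173 and a more negative one for 244. For 38 of the 417 genes, the difference was above 1 or below -1. This count depended on single libraries and was 206 without the second 21 °C replicate of Col-0 and 213 without the third 28 °C replicate of chl1-5. Of the 750 Col-0 DEGs, 53 were among the 417, and 15 of these responded less in chl1-5. Leaving aside NRT1.1, the largest positive differences were those of AT5G33355 (1.78, adjusted p = 0.00790) and ERD5 (AT3G30775, 1.56, adjusted p = 0.0453), and ERD5 no longer passed in 10 of the 12 fits with 1 replicate left out, with an adjusted p of up to 0.102. The largest negative differences were those of AT1G19960 (-1.84, adjusted p = 0.00899), MAM3 (AT5G23020, -1.21, adjusted p = 0.0302) and HB-7 (AT2G46680, -1.18, adjusted p = 0.00389). MAM3 no longer passed in 7 of the 12 fits, with an adjusted p of 0.0881 without the second 21 °C replicate of Col-0.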

When conducting a Gene Ontology (GO) analysis of the 249 *NRT1.1* dependent genes (DEGs in Col-0 but not in *chl1-5*), the significant GO-term “response to chemical” was significantly enriched. Also, almost half of the root Col-0 DEGs were *HY5* dependent (755 genes out of 1512 DEGs, >49.9%). This set of genes was enriched for the GO categories related to response to nutrients such as nitrate and sucrose. 

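The Col-0 root DEGs that were not DEGs in chl1-5 numbered 99 (13.2% of the 750), 61 of them up and 38 down in Col-0. The set held between 73 and 134 genes when single root replicates were left out. In chl1-5, 87 of the 99 genes still changed in the same direction with an adjusted p under 0.05, and their fold changes lay below the limit for a DEG. The median absolute log2 fold change of the 99 genes was 1.10 in Col-0 and 0.86 in chl1-5. A smaller response in chl1-5 than in Col-0 passed the test of the difference itself for 13 of the 99 genes (13.1%). NRT1.1 is in this set because chl1-5 roots have no more than 4 reads on it. Leaving NRT1.1 aside, the set held 1 gene of the nitrate list, NRT1.8. In the test of the difference between chl1-5 and Col-0, 5 of the 25 tested nitrate genes passed, NRT1.1 among them. Adjusted over the list alone, 10 passed. Of the 18 tested genes of the circadian list, the set held BOA and TOC1 (adjusted p = 0.0209 from Fisher's exact test), while 0 of the 18 differed between chl1-5 and Col-0 in the test of the difference, also when adjusted over the list alone.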

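The Col-0 root DEGs that were not DEGs in hy5 numbered 406 (54.1% of the 750), 238 of them up and 168 down in Col-0. Across the fits without 1 root replicate, this share was between 51.2% and 58.2%. In hy5, 289 of the 406 genes still changed in the same direction with an adjusted p under 0.05, and the median absolute log2 fold change of the set was 0.62 in hy5 and 1.22 in Col-0. A smaller response in hy5 than in Col-0 passed the test of the difference for 304 of the 406 genes (74.9%). Of all 750 Col-0 DEGs, 376 (50.1%) responded less in hy5 by this test, and the median ratio of the log2 fold change in hy5 to that in Col-0 was 0.666. Among the 17742 genes tested, 3614 (20.4%) responded differently in hy5 and in Col-0. For 2416 of them, the response was smaller than in Col-0 or opposite to it, for 438 it was larger, and 760 had an adjusted p of 0.05 or more in Col-0. The number lay between 2607 and 4006 with single replicates left out. MAM3 (AT5G23020) fell from 12.8 ± 4.86 to 5.19 ± 1.45 RPKM (SD, n = 3 each) in Col-0 and rose from 22.0 ± 2.23 to 61.6 ± 5.17 RPKM (SD, n = 3 each) in hy5, a difference in log2 fold change of 2.58 (adjusted p = 1.7e-05). The next largest positive differences were those of AT2G41480 (2.46, adjusted p = 2.4e-06) and LTP3 (AT5G59320, 2.44, adjusted p = 5.6e-06). HOL2 rose less in hy5, from 0.411 ± 0.0842 to 1.79 ± 1.73 RPKM (SD, n = 3 each; log2 fold change 0.81, adjusted p = 0.0442), than in Col-0, a difference of -3.72 (adjusted p = 6.7e-05). The differences of AT4G33720 (-2.95, adjusted p = 0.00122) and AT4G07820 (-2.37, adjusted p = 5.9e-07) came next. That of AT4G33720 lost its call with a pseudocount of 0.1 (-1.96) and with limma voom on the reads (-0.32).

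**Figure D2:**
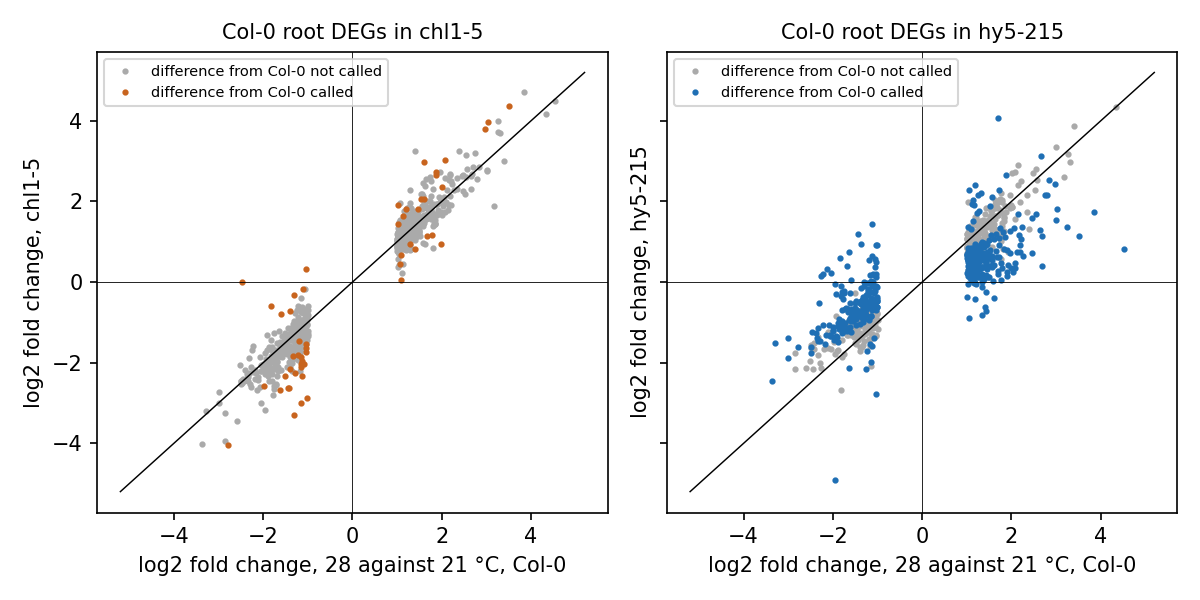
Log2 fold change of the 750 Col-0 root DEGs between 28 °C and 21 °C in chl1-5 (left) and in hy5 (right), each against that in Col-0, with 1 point per gene and the diagonal of equal change. Coloured points are the genes whose difference from Col-0 passed the test, 53 in chl1-5 and 403 in hy5.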

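Of the 25 tested genes of the nitrate list, the 406 Col-0 DEGs outside the hy5 set held BT2, NIA1, NIA2, NRT1.5 and NRT3.1, where 0.572 genes are expected by chance (adjusted p = 0.00136 from Fisher's exact test against the 17742 genes tested). All 750 Col-0 DEGs held 8 genes of the list (adjusted p = 4.9e-05 from the same test). The test therefore does not show that the 406 genes differ from the other Col-0 DEGs in nitrate genes. NIA1 (AT1G77760) fell from 15.4 ± 3.73 to 3.87 ± 1.63 RPKM (SD, n = 3 each) in Col-0, a log2 fold change of -1.78 (adjusted p = 3.3e-05), and from 53.7 ± 15.1 to 39.9 ± 10.1 RPKM (SD, n = 3 each) in hy5 (-0.42, adjusted p = 0.196). NRT1.5 (AT1G32450) fell from 281 ± 25.8 to 128 ± 20.5 RPKM (SD, n = 3 each) in Col-0 (-1.14, adjusted p = 1.1e-06) and from 408 ± 16.3 to 280 ± 34.6 RPKM (SD, n = 3 each) in hy5 (-0.55, adjusted p = 0.00149). The difference between hy5 and Col-0 was 1.36 for NIA1 (adjusted p = 0.0216) and 0.59 for NRT1.5 (adjusted p = 0.0282), and neither passed in 6 of its 12 fits with 1 replicate left out. For NIA1, the adjusted p was 0.0609 without the second 28 °C replicate of Col-0, and for NRT1.5 it was 0.0726 without the second 21 °C replicate of Col-0. The photosynthesis list had 17 of its 21 tested genes in the set (adjusted p = 3.6e-23) and the suberin list 5 of 17 (ABCG2, ABCG20, FAR4, MYB53 and MYB93, adjusted p = 0.000235). CHI and MYB12 of the flavonoid list were also in it (adjusted p = 0.0323). The 17 photosynthesis genes were all the Col-0 DEGs of their list. Of the suberin list, 12 genes were Col-0 DEGs, and 7 of these were DEGs in all genotypes (adjusted p = 9.5e-08 from Fisher's exact test). Suberin genes were thus not confined to the 406. For the photosynthesis list, the rise in Col-0 roots equals 1.17% of the level in shoots (median). A set of 50 other abundant shoot transcripts rose by 1.19% of theirs (median). They were the most abundant among genes that were low in Col-0 roots at 21 °C relative to shoots. Some are relatives of list genes, such as PSAD-2, PSBO2 and LHCB4.2, so they are not independent of the list. Of these 50, 5 stayed at less than 0.117% of their shoot level in Col-0 roots at 28 °C, among them CA1 (0.00471%), LHB1B1 (0.0110%) and AT2G10940 (0.00268%). Genes of the response to sucrose were not analysed here as a list.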

We reasoned that set of thermomorphogenesis genes would be genes that were not differentially expressed in *hy5-215* mutants (as there is no root growth response to temperature) but still occurs in *chl1-5* (this mutant as well as the *hy5-215/chl1-5* double mutant still shows a root growth response to elevated temperature). This was a set of 593 genes, and it was enriched for nutrients responses such as nitrate and sucrose, similar to the 755 DEGs that were *HY5* dependent.

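The genes called in Col-0 and chl1-5 roots and not in hy5 numbered 347 (46.3% of the 750), 204 of them up and 143 down. Their median absolute log2 fold change was 1.27 in Col-0, 1.40 in chl1-5 and 0.62 in hy5. In hy5, 250 of the 347 genes had an adjusted p under 0.05 in the same direction, and for 274 genes the response was smaller than in Col-0 by the test of the difference. The set held between 316 and 380 genes with single root replicates left out. It held the same 5 genes of the nitrate list as the larger set, BT2, NIA1, NIA2, NRT1.5 and NRT3.1 (adjusted p = 0.000681 from Fisher's exact test), and 16 genes of the photosynthesis list (adjusted p = 2.8e-22). The 304 genes called in all genotypes held 1 gene of the nitrate list, RFNR2 (adjusted p = 0.780). NRT1.1 and NRT1.8 were DEGs in Col-0 and hy5 but are in neither set, because they were not called in chl1-5. These tests are against all genes tested, and the difference between the sets was not tested.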

To conduct a more fine-grained analysis of gene expression patterns, we conducted hierarchical clustering and a subsequent GO enrichment analysis of the resulting clusters (Fig. 6c). 

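The 750 Col-0 root DEGs were grouped by k-means into 8 clusters, as the methods describe, on the values of each gene over the 18 root libraries scaled to mean 0 and SD 1. The clusters are lettered A to H by size and do not carry the numbers of Fig. 6c. Of the genes up in Col-0, 354 fell in clusters that also rose in both mutants (A, C and D), and 76 in cluster E, where the mean log2 fold change was 1.45 ± 0.35 (SD over genes) in Col-0, 1.44 ± 0.40 in chl1-5 and 0.37 ± 0.42 in hy5. Cluster E held 17 of the 21 tested genes of the photosynthesis list (adjusted p = 6.6e-36 from Fisher's exact test). Of the 76 genes, 61 responded differently in hy5 and Col-0, and none in chl1-5 at an adjusted p under 0.05. With hierarchical clustering into 8 groups, the adjusted Rand index against the k-means clusters was 0.691, and the group that rose in Col-0 and less in hy5 held 94 genes. With 6 clusters, the index was 0.663.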

Cluster 1 contained genes which increased their expression at high ambient temperature for all genotypes, and these were enriched for circadian rhythm and response to heat. This might indicate that circadian rhythm and heat sensing might be less involved downstream of *HY5*/*NRT1.1* to affect the root thermomorphogenesis and nutrient alteration at high ambient temperature. 

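Cluster A held 168 genes with a mean log2 fold change of 1.58 ± 0.65 (SD over genes) in Col-0, 1.65 ± 0.75 in chl1-5 and 1.31 ± 0.71 in hy5. It held 6 of the 13 tested genes of the heat list, HOP3, HSA32, HSFA2, HSP17.4, HSP17.6A and HSP17.6II (adjusted p = 1.7e-08 from Fisher's exact test), and FKF1 and LUX of the circadian list (adjusted p = 0.0508). Cluster C, with 95 genes and means of 1.43, 1.42 and 0.87 in Col-0, chl1-5 and hy5, held BOA and TOC1 of the circadian list (adjusted p = 0.0205). Cluster D, with 91 genes and means of 1.34, 1.42 and 1.17, held 4 genes of the iron list, BHLH100, BHLH38, BHLH39 and OPT3 (adjusted p = 1.8e-05). As a whole, the heat list rose in Col-0 with a median log2 fold change of 1.01, and 11 of its 13 genes rose with an adjusted p under 0.05 (camera with a preset correlation of 0.01, adjusted p = 1.9e-05). In hy5, its median was 0.99 (adjusted p = 3.6e-05), and the median difference from Col-0 was -0.09 (adjusted p = 0.683). The circadian list rose in Col-0 with a median of 0.45 (adjusted p = 0.00487), with 12 of its 18 genes up and 2 down at an adjusted p under 0.05. Adjusted over the list alone, 14 genes passed, as many as over all genes tested. In hy5, 8 of the 18 circadian genes rose and 7 fell at this level. The median difference of the list from Col-0 was -0.40 (adjusted p = 1.0e-06), between -0.43 and -0.33 with single replicates left out, and 10 genes had a lower response in hy5 and 1 a higher response.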

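Cluster F held 65 genes, among them NRT1.1, NIA1, NIA2, NRT1.5, NRT3.1, MAM3, CYP83A1 and IMD1. Its mean log2 fold change was -1.53 ± 0.42 (SD over genes) in Col-0, -1.61 ± 0.73 in chl1-5, with NRT1.1 included at 0 to 4 reads, and -0.72 ± 0.96 in hy5. All 3 log2 fold changes were negative for 50 of the 65 genes. The response of hy5 differed from that of Col-0 for 46 genes, and that of chl1-5 for 9.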

Cluster 6 contained genes that decrease their expression at high ambient temperature in Col-0 and *chl1-5*, but not in *hy5-215*. This gene set was enriched for response to nitrate and inorganic substances. 

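In cluster F, 5 of the 25 tested genes of the nitrate list were found, where 0.0916 are expected by chance (adjusted p = 3.6e-07 from Fisher's exact test). The nitrate list as a whole fell in Col-0 roots with a median log2 fold change of -0.24 (camera, adjusted p = 0.00214), and 15 of its 25 genes fell and 4 rose with an adjusted p under 0.05. Adjusted over the list alone, 19 genes passed, the same number as over all genes tested. In hy5, the median of the list was -0.38 (adjusted p = 0.000262), with 17 genes down and 3 up. The difference between hy5 and Col-0 was not detected for the list (adjusted p = 0.993). It passed for 6 of the 25 genes, 5 with a more positive and 1 with a more negative response in hy5, and for 6 adjusted over the list alone. The difference between chl1-5 and Col-0 was not detected for the list either (camera, adjusted p = 0.683). It passed for 5 genes, 4 with a more positive response in chl1-5, NRT1.1 included, and 1 with a more negative one. Adjusted over the list alone, it passed for 10. Of the phosphate list, 7 of 10 tested genes changed in Col-0 with an adjusted p under 0.05, 3 up and 4 down, and none was a DEG (camera, adjusted p = 0.690).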

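Clusters G and H held 59 and 48 of the Col-0 root DEGs, among them MYB93, RFNR2, GSTU20 and NAS2 in G and CHI in H. In cluster G, the mean log2 fold change was -1.39 ± 0.41 (SD over genes) in Col-0, -1.72 ± 0.66 in chl1-5 and -0.63 ± 0.67 in hy5. In cluster H, it was -1.36 ± 0.37 in Col-0, -1.46 ± 0.49 in chl1-5 and -0.72 ± 0.55 in hy5. By the test of the difference, the response of chl1-5 differed from that of Col-0 for 10 genes of cluster G and 3 of cluster H, and that of hy5 for 45 and 25 genes.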

Cluster 7 and 8 contained genes that decrease their expression at high ambient temperature more in *chl1-5* but less in *hy5-215*. This gene set was enriched for suberin biosynthetic process, metabolic processes such as terpenoid or organic acid, and response to water deprivation or abscisic acid. 

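The suberin list fell as a whole in Col-0 roots, with a median log2 fold change of -1.31 (camera, adjusted p = 4.6e-08) and with 15 of its 17 genes down and 1 up at an adjusted p under 0.05. Its median was -1.43 in chl1-5 (adjusted p = 1.4e-08) and -0.83 in hy5 (adjusted p = 2.8e-07). The median difference from Col-0 was 0.42 in hy5 (adjusted p = 0.00214), and 9 genes of the list passed this test, 10 when adjusted over the list alone. In chl1-5, the median difference was -0.09 (adjusted p = 0.0672), and no gene of the list passed it. Of the 17 genes, 11 were in cluster B (adjusted p = 3.1e-18 from Fisher's exact test) and 1, MYB93, was in cluster G. Cluster B held 148 genes, all with negative log2 fold changes in the 3 genotypes, and means of -1.60 ± 0.50 (SD over genes) in Col-0, -1.72 ± 0.60 in chl1-5 and -1.16 ± 0.41 in hy5. Terpenoid and organic acid metabolism and the responses to water deprivation and abscisic acid were not analysed here as lists.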

Overall, these data suggest that the *HY5-NRT1.1* regulatory mechanism controls root thermomorphogenesis and N–P alteration at high ambient temperature through the control of distinct biological processes.

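The glucosinolate list, which was not among the processes named in Fig. 6, moved in opposite directions in the genotypes. Its median log2 fold change was -0.62 in Col-0 (camera, adjusted p = 0.000113; 14 of 19 genes down and 2 up), -1.14 in chl1-5 (adjusted p = 2.8e-09; 17 down) and 0.72 in hy5 (adjusted p = 0.00214; 12 up). The median difference from Col-0 was 1.08 in hy5 (adjusted p = 3.6e-18), with 17 of the 19 genes past the test over all genes and 18 adjusted over the list alone. In chl1-5, it was -0.59 (adjusted p = 1.7e-16), with 9 genes past the test and 15 adjusted over the list alone. The photosynthesis list rose in Col-0 by a median of 1.34 (adjusted p = 4.6e-06; 20 of 21 genes up), and the median difference from Col-0 in hy5 was -1.20 (adjusted p = 2.1e-12), with 17 genes lower over all genes and 18 genes past the test adjusted over the list alone. For the iron list, the median difference in chl1-5 was 0.39 (adjusted p = 0.00137), with 3 of 18 genes past the test and 8 adjusted over the list alone. In Col-0, the iron list (12 genes past the test, 6 of them DEGs; adjusted p = 0.435), the flavonoid list (3 of 6 genes; adjusted p = 0.976) and a list for shoot thermomorphogenesis (4 of 5 genes, no DEG; adjusted p = 0.993) were not called by camera. All these calls rest on the preset correlation of camera. Fry asks a different question, whether a list changes at all, while camera asks whether it changes more than the other genes. With 11759 of 17742 genes at an adjusted p under 0.05 in Col-0 roots, passing fry there adds little to the calls of camera. Under fry, those of the heat, circadian, nitrate, suberin, photosynthesis and glucosinolate lists in Col-0 passed as well, as did the differences in hy5 of the circadian, photosynthesis and glucosinolate lists and that of the glucosinolate list in chl1-5. Fry also called the iron list in Col-0 (adjusted p = 0.00647) and the difference in hy5 of the list for shoot thermomorphogenesis (0.000901, against 0.195 with camera). The differences of the suberin list in hy5 (adjusted p = 0.0537 under fry) and of the iron list in chl1-5 (0.0610) did not. With the correlation estimated from the data, no list passed in any comparison, with a lowest adjusted p of 0.0519. From the sets of DEGs that depend on each gene and from the clusters, with the processes enriched in them, the paper proposes that the HY5-NRT1.1 module acts on root thermomorphogenesis and on N and P levels through separate biological processes.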

### The *HY5-NRT1.1* regulatory mechanism might be conserved in soybean and rice at higher temperature

It was previously reported that HY5 and NRT1.1 homologs share similar functions in other species^26,46,47^. Moreover, we showed that root growth responses to higher temperatures are conserved in Arabidopsis, soybean and rice (Fig. 1c, e). To explore whether the *HY5-NRT1.1* regulatory mechanism that we had discovered to be responsible for this in Arabidopsis, is conserved in soybean and rice at higher temperatures, and potentially responsible for the root growth response to higher temperature, we analyzed homologs of *HY5* and *NRT1.1* in soy and rice (Fig. 7a, b, Supplementary Fig. 9, 10). While soy has 4 homologs of both genes, *HY5* and *NRT1.1*, rice has 3 and 2 homologs of *HY5* and *NRT1.1*, respectively. To explore the expression pattern of these homologs in response to high temperature, we performed qPCR (Fig. 7c, d). While all of the 4 *HY5* homologs in soybean showed a higher transcript level in the root at higher temperature, in rice, only *OsbZIP48* (*OsHY5L2*) showed increased transcript levels in the root at higher temperatures. This might suggest that while all of 4 *HY5* homologs in soy have a role at higher temperature, only *OsbZIP48* might be involved in the response to higher temperature response in rice. Intriguingly, 2 *NRT1*.1 homologs in soy showed decreased transcript levels in the root at higher temperature, and the other 2 *NRT1.1* homologs in soy showed increased transcript levels in the root at higher temperatures. This might suggest that the function of these genes might have diverged or neo-functionalized with regards to their role at higher temperatures. In rice, only one of 2 *NRT1.1* homologs showed a decreased transcript level in the root at higher temperature. Overall, this suggests that the role of *HY5-NRT1.1* homologs in soy is more complex, whereas *OsbZIP48-OsNRT1.1A* might be responsible for higher temperature response in rice. We also performed Western blot analysis using native Arabidopsis NRT1.1 and HY5 antibodies in soy and rice roots (Fig. 7e). Multiple protein bands were detected in soy and rice roots by these antibodies, suggesting that these bands were NRT1.1 and HY5 homolog proteins. Two of the HY5 protein bands in soy and rice, and one of the NRT1.1 protein bands in soy and rice showed a similar pattern to Arabidopsis: NRT1.1 decreasing at higher temperatures and HY5 accumulating at higher temperature. Taken together, our data suggest that *HY5-NRT1.1* regulatory mechanism might be conserved in plants and may contribute to regulate thermomorphogenesis.

**Fig. 7:**
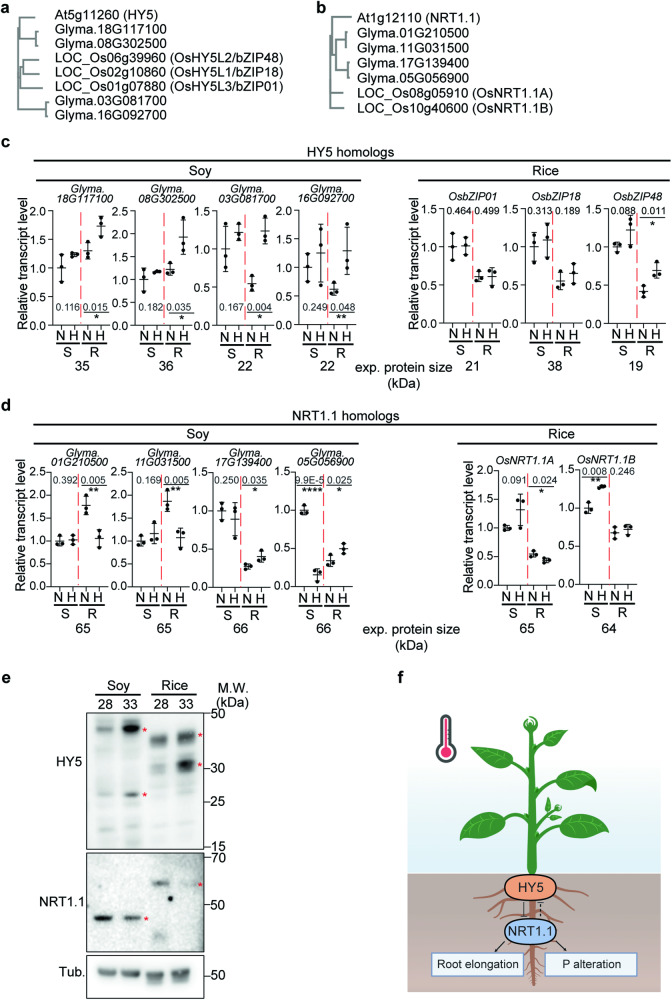
The *HY5-NRT1.1* regulatory mechanism might be conserved in soybean and rice at higher temperature. **a**, **b** Phylogram of HY5 (**a**) and NRT1.1 (**b**) homologs in Arabidopsis, soy, and rice. **c**, **d** Relative transcript level of *HY5* (**c**) and *NRT1.1* (**d**) homologs in soy and rice. Relative transcript level is normalized by house-keeping genes such as rice *ubiquitin* and soy *tubulin 4*. N and H stand for Normal temperature (28 °C) and Higher temperature (33 °C), respectively. S and R stand for Shoot and Root, respectively. For (**c** and **d**), *n* = 3 biologically independent samples were used. Asterisks indicate statistically significant difference using one-sided Student’s *t* test; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001. **e** Western blot analysis using native Arabidopsis NRT1.1 and HY5 antibodies. Soybean and rice root samples were used. Red asterisks are temperature dependent bands which might be potential HY5 and NRT1.1 bands in soybean and rice. Two independent experiments were repeated with similar results. **f** Simplified model showing root specific HY5 accumulation inhibiting NRT1.1 transcription to promote root elongation and the HY5-NRT1.1 regulatory mechanism altering N and P uptake at higher temperatures in plants. Figure 7f, created with BioRender.com, released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars).

## Discussion

Thermomorphogenesis has been extensively studied in Arabidopsis. We have now shown that this response is conserved in other plant species, covering the major groups of angiosperms, monocots and dicots. We have also found a conserved interaction of thermomorphogenesis and nutrient levels. This interaction is multifaceted: thermomorphogenesis affects the nitrogen and phosphate content of plants, and it is itself dependent on sufficient levels of external nitrogen and phosphate. While the dependence of thermomorphogenesis on external nitrogen and phosphate levels is clearly governed by a *HY5*-*NRT1.1* regulatory mechanism, only the effect of thermomorphogenesis on phosphate contents of plants seems to be dependent on the *HY5*-*NRT1.1* mechanism. It is therefore not yet clear how and to which extent the thermomorphogenesis related changes of phosphate and nitrogen tissue levels and the modulation of thermomorphogenesis by the external levels of phosphate and nitrogen are related.

The bZIP transcription factor HY5 was originally identified as a positive regulator of light signaling, and only recently emerged as a major factor to regulate temperature dependent signaling in the root. HY5 functions as both, transcription activator and repressor^11,32,38,48^, and regulates numerous genes by binding to its target promoter region; its binding to a distinct set of target promoters is increased at high ambient temperature^6^ (Fig. 2a–e). Mutation of *HY5* has wide ranging consequences for nutrient levels, not only for the levels of N and P, but also for those of Ca, Carbon, K, Na, Mn, and Zn (Supplementary Fig. 1). It will be interesting to further elucidate how HY5 changes its preferred direct targets at high ambient temperature.

Downstream of *HY5, NRT1.1* acts as a main player in the interaction of temperature responses and nutrients. NRT1.1 was originally discovered as a dual-affinity nitrate transporter and has been shown to integrate nitrate and phosphate signaling in plants^23–26^. Our data show that decreases in both transcript and protein level of NRT1.1 are critical to trigger root responses and a P level alteration at higher temperatures. In a somehow surprising manner, the HY5-NRT1 regulatory module seems to affect plant tissue P-levels in response to higher temperatures but not N-levels. This is even more surprising as we found that HY5 directly transcriptionally regulates NRT1 and other N-homeostasis genes, but we found no clear signature of a notable direct regulation of P-homeostatic genes.

The root response and alterations in N–P levels are conserved in Arabidopsis, soybean, and rice (Figs. 2, 4, 5, 7). Therefore, it might be interesting to further investigate the genetic relationship among the homologs between NRT1.1 and HY5 in soybean and rice. It seems reasonable to assume that since NRT1.1 shares high homology among plants^49^, the role of NRT1.1 might be conserved among plant species at higher temperatures. Because Arabidopsis NRT1 family members have similar but diverged functions^49–51^, it is possible that different NRT1s or even other NRTs might have distinct roles at higher temperature. For example, *NRT2.1* has been known as a direct target of HY5^27^, however, while *NRT1.1* is strongly regulated (bound and altered transcription level) by HY5 at high ambient temperature in the root (Fig. 2a-c, supplementary Fig. 4), *NRT2.1* is not. This seems to be a similar situation as found in the PIFs. All PIFs interact with PHYTOCHROME B (PhyB) and share a redundant role in the red-light signaling pathway. However, PIF1 has a dominant role in seed germination and chlorophyll biosynthesis^9,52^, while PIF4 and PIF7 have dominant roles in shoot thermomorphogenesis^10,13^, and PIF4 and PIF5 in shade avoidance response^53^.

Overall, the observed conserved interactions of nutrient levels and temperature responses are relevant in several ways when it comes to the ongoing climate change. Global warming will affect soil temperatures profoundly, and it has been shown that soil warming affects nutrient availability, especially N and P^54,55^. It will therefore be important to better understand the interactions of N, P and temperature that relate to plant growth. This becomes even more important as fertilizer production and application (in particular for N) causes significant emissions of greenhouse gases^56,57^. While our nutrient analysis is from 9-day media grown plants 4-week soil grown plants (Fig. 1g-i; Supplementary Fig. 1, 2), longer growth and analysis of nutrients in other plant parts such as seeds might reveal additional nutrient level changes, some of which might be relevant for the nutritional value of crops. Also, effects on other nutrients at higher temperatures might differ from plant species to plant species, perhaps associated with crop-specific fertilizer formulations^58,59^. Taken together, biotechnology or breeding strategies for taking into considerations future temperature regimes and nutrient levels will be important for overcoming the challenges that global warming will pose for the production of nutritious food and feed at the scale that is needed for a growing global population.

## Methods

### Plant materials, growth conditions, and phenotypic analyses

Arabidopsis plants were grown at LED light with light intensity of 100 μmol and diurnal condition of 16L:8D. Soy and rice plants were grown at LED light with light intensity of 200 μmol and diurnal condition of 16L:8D. Arabidopsis seedlings were plated in the media and grown vertically at either 21 °C or 28 °C for additional 5 days after 4 days of germination at 21 °C. For the media preparation, MS full media (Caisson lab, Cat. MSP33) Nitrogen-deficient media (Caisson lab, Cat. MSP19), or Phosphate deficient media (Caisson lab, Cat. MSP21) were used with pH 5.7, 0.8% micropropagation Type 1 phytoagar (Caisson), and supplement of nitrogen or phosphate source according to the previous report^41^ (N550: 50μM NH_4_NO_3_, 450μM KNO_3_, and 8900μM KCl, P125: 100μM KH_2_PO_4_ and 525μM KCl). And then plates were scanned through the scanner (Epson, Perfection v600) for further analysis using imageJ. The total root length of soy and rice roots was measured using Rhizovision with the parameter: broken roots mode with image threshold 200^60^.

### Nutrient analyses

C/N analysis and MP-AES analysis were conducted in this study. For C/N analysis, tissue samples were dried in 70 °C oven for 48 h. Then Genogrinder (Spex SamplePrep 2010-115) was used for milling the samples. Powder samples were sent to NuMega Resonance Labs (San Diego, CA) for Perkin Elmer PE2400-Series II, CHNS/O analyzer analysis. For MP-AES analysis, Dry samples (~5 mg) were digested with nitric acid 65% (EMD Millipore Cat. 1.00456.2500) and hydrogen peroxide 30% (Sigma-Aldrich Cat. H3410-1L) using an Environmental Express® Hotblock digestion system (Cat. SC196). After diluting the samples with miiliQ water, they were quantified by 4210 MP-AES (Agilent). The following wavelengths were used: 202.548 nm for Zn, 214.915 nm for P, 280.271 nm for Mg, 327.395 nm for Cu, 371.993 for Fe, 403.076 nm for Mn, 589.592 nm for Na, 616.217 nm for Ca, 769.897 nm for K. The final concentration was determined using a standard curve.

### Confocal microscopy

For the confocal microscopy experiments, plants with two genotypes, *pNRT1.1: GFP* and *pNRT1.1:NRT1.1-GFP* transgenic lines were grown at either 21 °C or 28 °C for an additional 5 days after 4 days of germination at 21 °C. Zeiss LSM710 confocal microscope was used for the experiment using the 10x or 20x. Software Zeiss Zen was used for the analysis. For the PI staining, Propidium Iodide (Sigma-Aldrich, Cat. 4170) was used. Samples were gently placed on the solution and stained. For the laser and the filter, a 514 nm laser and a 520/570 nm filter for GFP. The PI signal is excited with either 488 or 514 nm laser and fluorescence emission was filtered by a 600/650 nm filter.

### Protein extraction and Western blot analyses

Total protein extracts were made from 50 seedlings of root sample using 50 μL protein extraction buffer, consisting of 0.35 M Tris-Cl pH 7.5, 10x NuPAGE Sample Reducing Agent (Thermofisher, Cat. NP0009), and 4x NuPAGE LDS Sample Buffer (Thermofisher, Cat. NP0008), and 1× protease inhibitor cocktail. After boiling the samples, samples were centrifuged at 20,200 × *g* for 5 min and loaded into SDS-PAGE gels (Invitrogen, Cat. NP0323BOX). Separated proteins were transferred using transfer stacks (Invitrogen, Cat. IB23002) and then immunoblotted using anti-HY5 (Abiocode, Cat. R1245-2, dilution 1:3000), anti-NRT1.1 (Agrisera, Cat. AS12 2611, dilution 1:2000), or anti-Tubulin (Invitrogen, Cat. 32-2500, dilution 1:5000) antibodies. For the secondary antibodies, anti-mouse (Biorad, Cat. 170-6516, dilution 1:5000), anti-rabbit (Agrisera, Cat. AS09 602, dilution 1:5000), or were used. SuperSignal West Femto Chemiluminescent substrate (ThermoFisher Scientific, Cat. PI34094) was used for the detection of signals.

### RNA extraction, cDNA synthesis, and qRT-PCR

For RNA sample preparation, plants with three genotypes, Col-0, *hy5-215*, and *chl1-5* mutant, were grown at either 21 °C or 28 °C for additional 5 days after 4 days of germination at 21 °C. Shoot and root separated samples were collected with three independent replicates. Samples were extracted with the RNeasy Plant Mini Kit (Qiagen, Cat. 74904). Thermo Scientific™ Maxima H Minus First Strand cDNA Synthesis Kit (ThermoFisher, Cat. FERK1652) was used for cDNA synthesis. Luna® Universal qPCR Master Mix (NEB, Cat. M3003L) and qPCR machine (Biorad, CFX Opus 384 Real-Time PCR System) were used for qPCR analysis. Primer list is in Supplementary Data 2.

### RNA-seq analyses

For RNAseq sample preparation, same condition was used as qRT-PCR. The RNA quality and quantity were analyzed using a 2100 Bioanalyzer tape station (Agilent Technologies) and Qubit Fluorometer (Invitrogen). The sequencing libraries were generated by the Salk Next Generation Sequencing Core according to Illumina manufacturer’s instructions. Sequencing was performed using the Illumina Novaseq6000 platform. For RNAseq analysis, we mapped the short-reads using Arabidopsis Information resource web site (http://www.arabidopsis.org)^61^ combined with the Splice Transcripts Alignments to Reference (STAR) version 2.7.0a method^62^. Differentially Expressed Genes (DEG) analysis was performed using edgeR^63^. Critical values for the analysis are a false discovery rate (FDR < 0.05) and log2FC (> 0 or <0). DEGs were visualized and k-means clustering method was used to classify DEGs (FDR < 0.05 and |log2FC | >1) by comparing the 21 °C and 28 °C treatment for Col-0 in roots via the ComplexHeatmap^64^ package in R. The cluster number (k = 8) was determined by sum of squared error and Bayesian information criterion. The volcano plot was created using Enhanced Volcano R package (https://github.com/kevinblighe/EnhancedVolcano). Raw data and processed data for RNA-Seq in Col-0, *hy5-215*, and *chl1.5* can be accessed from the Gene Expression Omnibus database under accession number GSE262197.

### Chromatin immunoprecipitation (ChIP) assays

Chromatin Immunoprecipitation (ChIP) assays were conducted as described previously with minor modifications^6^. For ChIP assay samples, 4-day-old seedlings of *pHY5:HY5-GFP* were transferred to 21 °C or 28 °C for additional 5 days and then harvested. Samples were crosslinked using 1% formaldehyde under 30 min of vacuum and 1 M glycine was added for an additional 5 min for quenching. Samples were gently washed with distilled water for five times and ground thoroughly with mortar and pestle using liquid nitrogen. All the buffers for ChIP were from ChIP assay kit (Millipore, Cat. 17-295). Ground samples were placed into 1.5 mL microtube with nuclei isolation buffer for 15 min and then centrifuged at 20,200 × *g* for 10 min at 4 °C. 1 mL lysis buffer was used for resuspension of the pellet. Then, sonication of chromatin pellet was performed using digital sonifier (Fisher Scientific, Sonic Dismembrator Model 500). For immunoprecipitation, ChIP grade anti-GFP (Abcam, Cat. ab6556) and dynabeads were used. After washing series of low salt wash buffer, high salt wash buffer, LiCl wash buffer, and TE buffer, we add elution buffer for elution. Samples were incubated overnight at 65 °C for reverse crosslinking after adding NaCl with a final 0.2 M concentration. Finally, PCR purification kit (QIAGEN) was used for DNA purification after proteinase K treatment for 2 h. Samples without IP were used as input DNA. Enrichment (% of input) was calculated from each sample relative to their corresponding input. Primer list is in Supplementary Data 2.

### EMSA and dual luciferase assay

Electrophoretic Mobility Shift Assay (EMSA) was conducted according to manufacturer’s protocol (Thermofisher). The Arabidopsis *HY5* coding sequence (CDS) was cloned into pDEST15 and transformed into E. coli strain BL21. After induction with 0.5 mM IPTG, protein was purified using GST purification kit (Thermofisher). G-box containing primer were labeled with biotin in the 3’end through Eton Bioscience.

Dual luciferase assay was conducted following the manufacturer’s protocol (Promega, Cat. N1610). *NRT1.1* promoter region and *HY5* CDS region were cloned into pGreenII 0800-LUC and pGreenII 62-SK, respectively. After transformation into *Agrobacterium* strain GV3101, culture medium was resuspended into infiltration buffer (10 mM MgCl_2_, 10 mM MES and 200 μM acetosyringone) with adjustment of Optical Density (O.D.) 0.2 and incubated for 2 additional h. Subsequently, medium was infiltrated into *Nicotiana Benthamiana* leaves for transient expression. After 48 hrs, leaves were collected and FLUC and RLUC were measured using the Tecan Safire 2 platereader. The primer list is in Supplementary Data 2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

### Source data

Source Data

## Data Availability

RNA sequencing data were deposited into the Gene Expression Omnibus database (accession number GSE262197). Source data are provided with this paper.

# Supplementary material for: Nutrient levels control root growth responses to high ambient temperature in plants
**Source:** Nat Commun. 2024 Jun 1;15:4689. doi: 10.1038/s41467-024-49180-6
**Supplement:** Supplementary file 1 — Supplementary Information

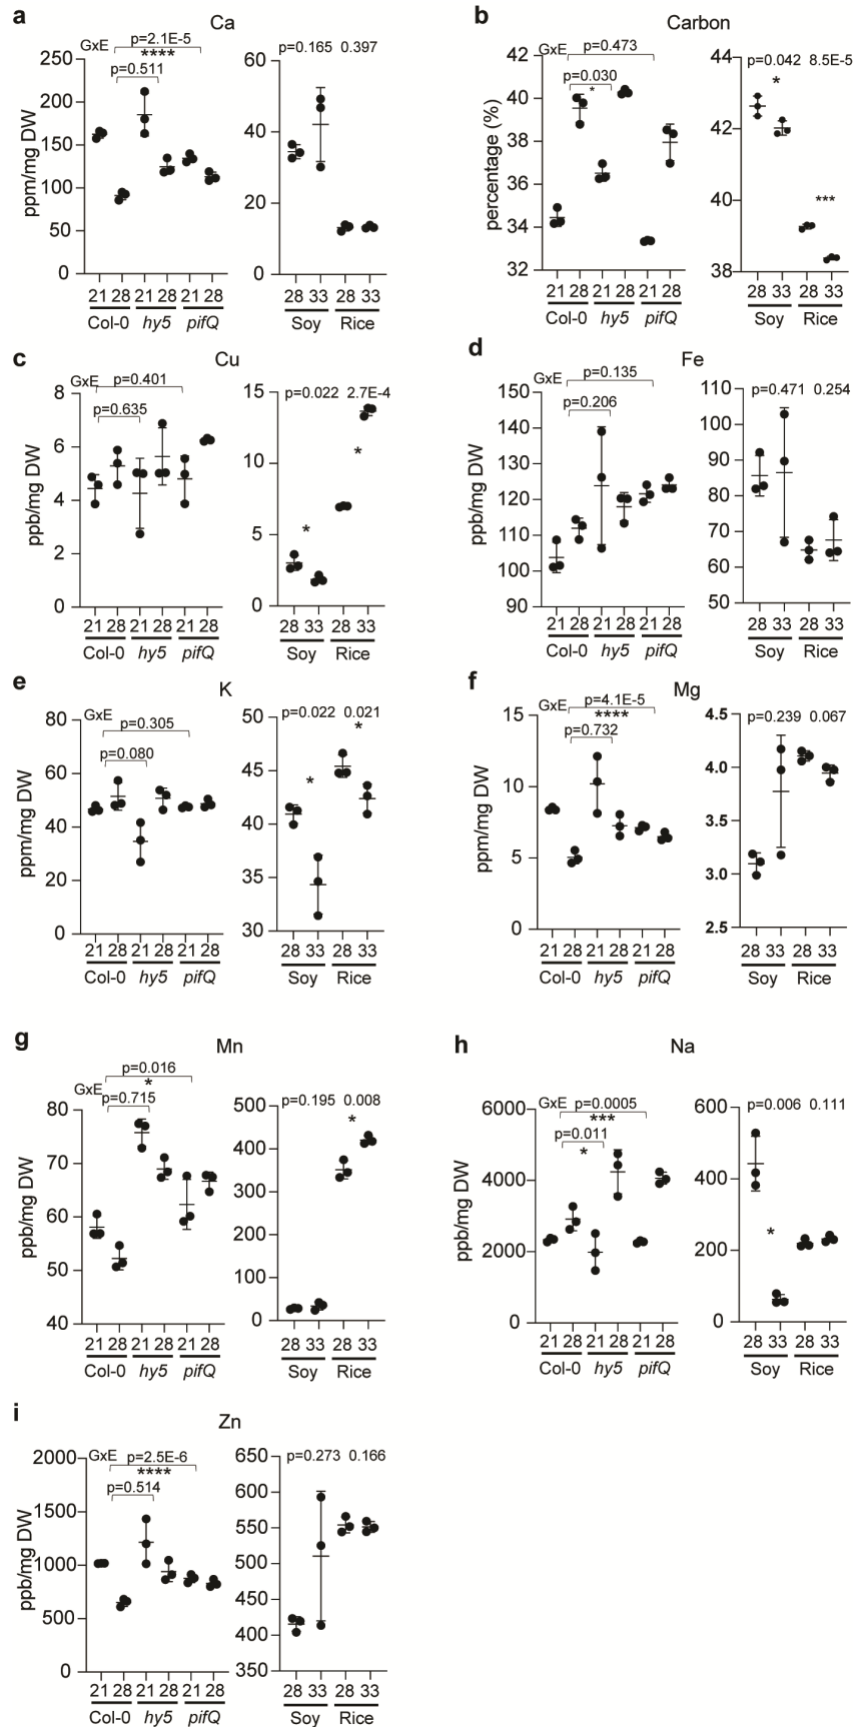

**Supplementary Figure 1. Additional nutrient analyses at higher temperatures in shoots of Arabidopsis, soybean, and rice.**

**a-i** 9 additional nutrient analysis at higher temperature in three different species (Arabidopsis, soy, and rice) except nitrogen and phosphorus which are displayed in Fig.1 g-i. p-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ . Average difference of each value is indicated. Shoot parts from 4-week-old plants from Arabidopsis, soybean, and rice plants were used for the nutrient analyses. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars).

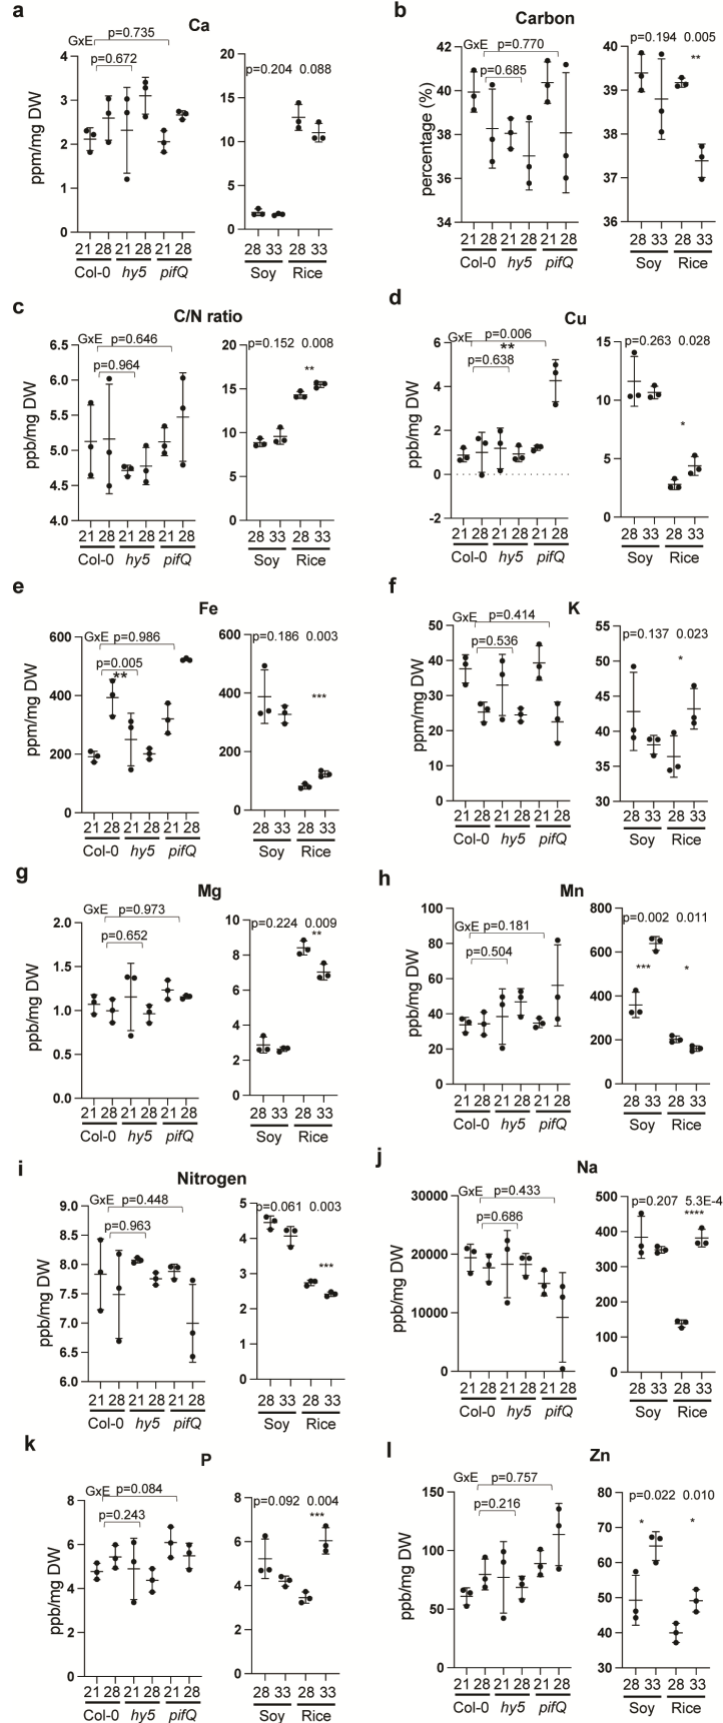

**Supplementary Figure 2. Nutrient analyses at higher temperatures using 9-day old seedling roots from Arabidopsis, soybean, and rice.**

**a-i** 9 additional nutrient analysis at higher temperature in three different species (Arabidopsis, soy, and rice) except nitrogen and phosphorus which are displayed in Fig.1 g-i. p-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ . Average difference of each value is indicated. Root parts from 9-day old plants from Arabidopsis, soybean, and rice plants were used for the nutrient analyses. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars).

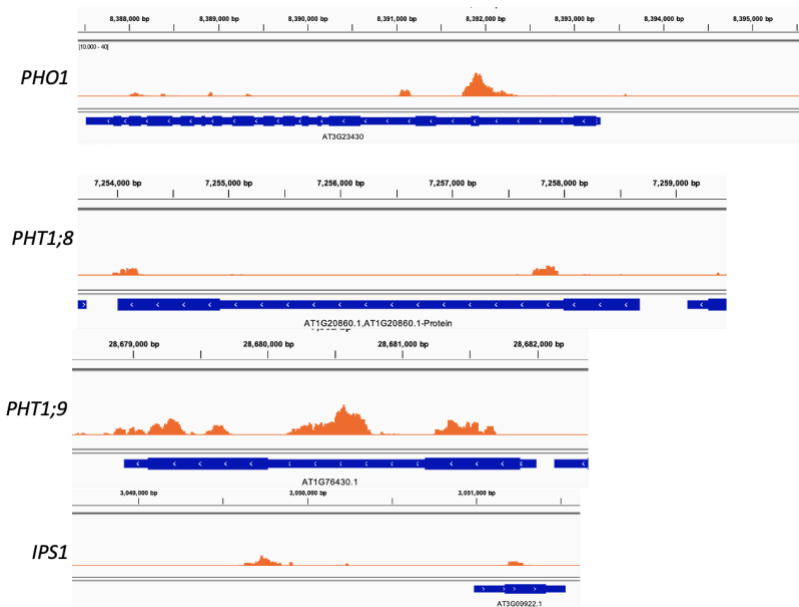

**Supplementary Figure 3. Some P signaling genes are not the target of HY5 at high ambient temperature.**

**a** IGV image of HY5 ChIP-seq data from Burko et al., (2020) of P signaling genes with transcription direction. In this study, we narrow-down the HY5 candidate binding sites with the value higher than 25.

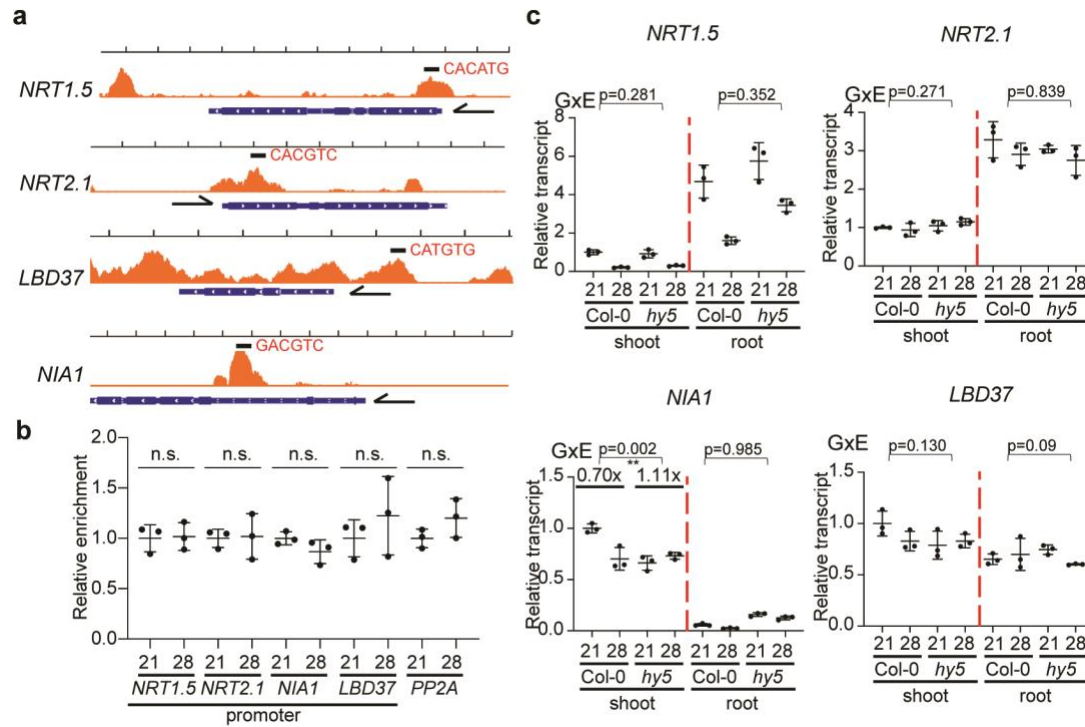

**Supplementary Figure 4. Some N-P signaling genes are not the target of HY5 at high ambient temperature.**

**a** IGV image of HY5 ChIP-seq data from Burko et al., (2020) of N-P signaling genes with transcription direction and binding motif. **b** Scatter dot plot of ChIP-qPCR results at normal and high ambient temperature using five different genes or promoter regions. **c** Scatter dot plot of qPCR results at normal and high ambient temperature using four different genes using Col-0 and *hy5-215* seedlings with shoot and root separate samples. Relative transcript level was normalized using *PP2A* as a control and to the expression levels in the shoot. p-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference either 2-way ANOVA; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ . Average difference of each value is indicated. Shoot and root samples were analyzed separately. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars)

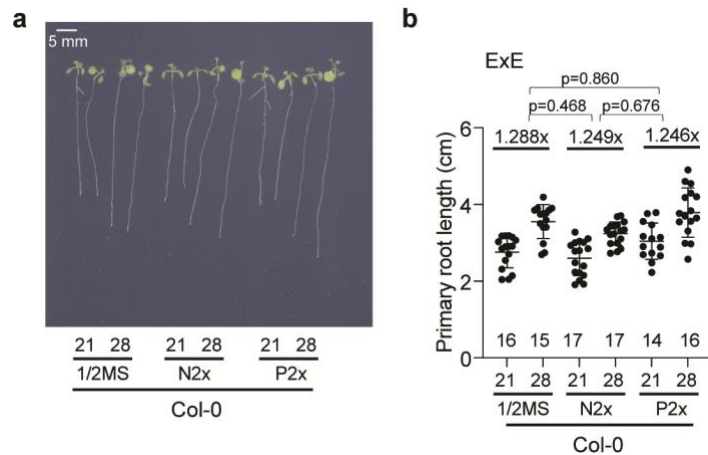

**Supplementary Figure 5. Excessive Nitrogen and Phosphorus levels do not accelerate root thermomorphogenesis.**

**a** Phenotypes of Col-0 in different media conditions at high ambient temperature. **b** Scatter dot plot of **a**. p-Values for the corresponding ExE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference using 2-way ANOVA. Average difference of each value is indicated. Average fold difference of each group is indicated in the top region of the plot. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars).

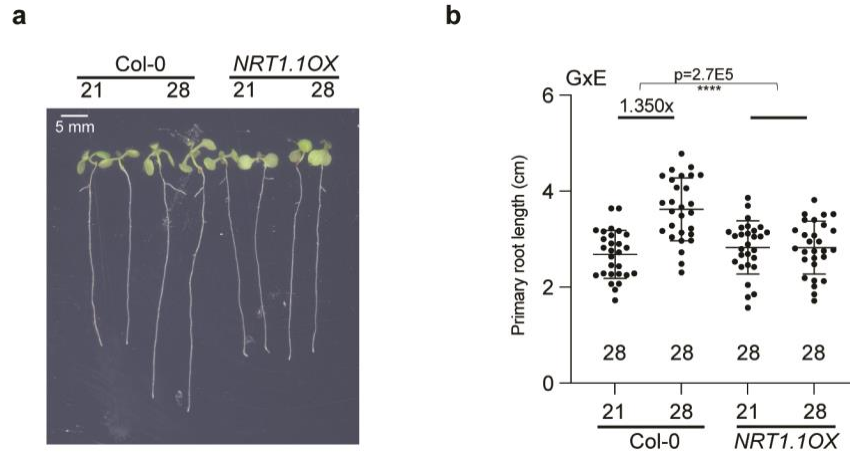

**Supplementary Figure 7. Overexpression of *NRT1.1* suppresses root thermomorphogenesis.**

**a-b** Phenotypes of Col-0 in different media conditions at high ambient temperature. **b** Scatter dot plot of **a**. p-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference using 2-way ANOVA. Average difference of each value is indicated. Average fold difference of each group is indicated in the top region of the plot. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars).

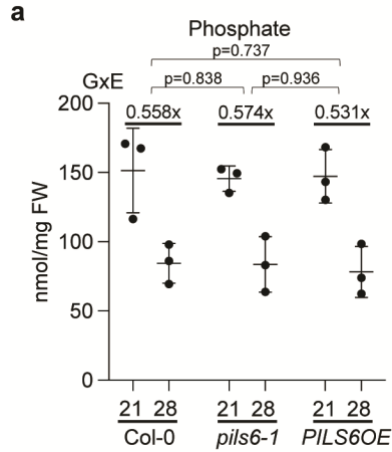

**Supplementary Figure 8. PILS6 is not involved in P levels at high ambient temperature.**

**a** Scatter dot plot of phosphate composition. Seeds of each genotype were grown on soil for 2 weeks at 21°C and transferred into either 21°C or 28°C for additional 2 weeks. Then the leaves were used for the analyses. p-Values for the corresponding GxE interactions determined through ANOVA are shown on top of each graph. Asterisks indicate statistically significant difference using 2-way ANOVA. Average fold difference of each group is indicated in the top region of the plot. Scatter dot plots indicate mean (horizontal line) and standard deviation (error bars).

|                 |                                                 |     |
|-----------------|-------------------------------------------------|-----|
| Glyma.03G081700 | -----                                           | 191 |
| LOC_Os01g07880  | -----                                           | 203 |
| Glyma.08G302500 | -----                                           | 324 |
| Glyma.18G117100 | -----                                           | 326 |
| At5g11260       | -----                                           | 180 |
| LOC_Os02g10860  | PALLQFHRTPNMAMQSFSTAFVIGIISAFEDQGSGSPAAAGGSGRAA | 360 |
| LOC_Os06g39960  | -----                                           | 183 |
|                 | ***:* : *.: : . :: * ** * * : : :               |     |

### Supplementary Figure 9. Protein alignment of HY5 homologs in Arabidopsis, soybean, and rice.

Multiple protein alignment of HY5 homologs were analyzed using Clustal Omega (1.2.4). Protein sequences are from 1 in Arabidopsis (At5g11260), 4 in soybean (Glyma. 01g210500, Glyma. 11g031500, Glyma. 17g139400, and Glyma. 05g056900), and 2 in rice (LOC\_Os08g05910 and LOC\_Os10g40600).

|                 |                                                               |                                                |     |
|-----------------|---------------------------------------------------------------|------------------------------------------------|-----|
|                 |                                                               | :* *.. ***** :*:***:*** *:***:***:***:* *: :** |     |
| At1g12110       | SI--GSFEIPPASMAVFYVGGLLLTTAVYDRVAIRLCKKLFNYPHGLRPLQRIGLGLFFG  |                                                | 430 |
| Glyma.01G210500 | H-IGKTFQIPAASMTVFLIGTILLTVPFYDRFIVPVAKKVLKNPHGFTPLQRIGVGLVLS  |                                                | 422 |
| Glyma.11G031500 | H-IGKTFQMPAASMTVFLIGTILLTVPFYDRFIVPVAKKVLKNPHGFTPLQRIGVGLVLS  |                                                | 422 |
| Glyma.17G139400 | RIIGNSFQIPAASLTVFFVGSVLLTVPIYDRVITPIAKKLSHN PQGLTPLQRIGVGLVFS |                                                | 432 |
| Glyma.05G056900 | R-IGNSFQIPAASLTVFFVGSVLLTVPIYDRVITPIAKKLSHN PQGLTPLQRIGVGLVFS |                                                | 450 |
| LOC_Os08g05910  | H-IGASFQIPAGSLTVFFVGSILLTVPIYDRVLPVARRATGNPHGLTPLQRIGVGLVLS   |                                                | 441 |
| LOC_Os10g40600  | R-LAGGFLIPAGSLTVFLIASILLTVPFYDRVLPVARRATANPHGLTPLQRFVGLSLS    |                                                | 437 |
|                 | * :* .*:** :. :***. .***. :.: :*:** :***: :** :.              |                                                |     |
| At1g12110       | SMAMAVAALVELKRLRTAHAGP---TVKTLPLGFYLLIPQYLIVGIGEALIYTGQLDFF   |                                                | 487 |
| Glyma.01G210500 | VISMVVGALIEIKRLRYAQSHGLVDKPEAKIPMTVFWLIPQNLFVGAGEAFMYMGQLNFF  |                                                | 482 |
| Glyma.11G031500 | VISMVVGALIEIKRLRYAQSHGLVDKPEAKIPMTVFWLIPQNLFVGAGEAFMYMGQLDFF  |                                                | 482 |
| Glyma.17G139400 | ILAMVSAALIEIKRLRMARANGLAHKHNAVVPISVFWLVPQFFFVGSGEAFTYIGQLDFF  |                                                | 492 |
| Glyma.05G056900 | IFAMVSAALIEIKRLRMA-----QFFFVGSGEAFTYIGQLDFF                   |                                                | 488 |
| LOC_Os08g05910  | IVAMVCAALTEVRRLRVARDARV--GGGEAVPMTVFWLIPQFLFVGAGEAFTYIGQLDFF  |                                                | 499 |
| LOC_Os10g40600  | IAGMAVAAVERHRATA-----S--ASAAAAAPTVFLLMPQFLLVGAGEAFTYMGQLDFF   |                                                | 490 |
|                 | .*. .* * :*                                                   | * :*:** :***: * ***:**                         |     |
| At1g12110       | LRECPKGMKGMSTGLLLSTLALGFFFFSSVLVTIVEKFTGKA---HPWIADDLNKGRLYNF |                                                | 544 |
| Glyma.01G210500 | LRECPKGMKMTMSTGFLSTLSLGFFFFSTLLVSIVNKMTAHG---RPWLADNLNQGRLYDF |                                                | 539 |
| Glyma.11G031500 | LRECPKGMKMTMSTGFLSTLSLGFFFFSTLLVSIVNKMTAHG---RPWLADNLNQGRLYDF |                                                | 539 |
| Glyma.17G139400 | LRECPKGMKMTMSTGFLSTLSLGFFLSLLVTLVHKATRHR---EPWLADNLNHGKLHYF   |                                                | 549 |
| Glyma.05G056900 | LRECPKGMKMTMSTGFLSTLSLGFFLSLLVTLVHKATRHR---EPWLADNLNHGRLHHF   |                                                | 545 |
| LOC_Os08g05910  | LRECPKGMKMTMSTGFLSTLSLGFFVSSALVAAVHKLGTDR---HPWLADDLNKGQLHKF  |                                                | 556 |
| LOC_Os10g40600  | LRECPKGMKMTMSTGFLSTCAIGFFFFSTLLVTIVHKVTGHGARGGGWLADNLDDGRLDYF |                                                | 550 |
|                 | *****:*** *****:*** :*:***:*** :*:** :***: * ***:**           |                                                |     |
| At1g12110       | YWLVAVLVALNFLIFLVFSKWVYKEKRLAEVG---IELDDEPSIPMGH-             | 590                                            |     |
| Glyma.01G210500 | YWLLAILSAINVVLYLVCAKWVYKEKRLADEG---IVLEETDDAAFHGH             | 586                                            |     |
| Glyma.11G031500 | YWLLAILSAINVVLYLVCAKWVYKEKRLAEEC---IELEEDAAAFHGH              | 586                                            |     |
| Glyma.17G139400 | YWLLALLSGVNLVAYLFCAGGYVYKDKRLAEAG---IELEETDTASHA--            | 594                                            |     |
| Glyma.05G056900 | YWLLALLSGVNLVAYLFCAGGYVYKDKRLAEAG---IELEETDTACHA--            | 590                                            |     |
| LOC_Os08g05910  | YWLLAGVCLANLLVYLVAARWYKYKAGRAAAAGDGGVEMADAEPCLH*--            | 603                                            |     |
| LOC_Os10g40600  | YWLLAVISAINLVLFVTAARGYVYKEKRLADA---GIELADEETIAVGH*            | 596                                            |     |
|                 | ***:* : *.: : . : : * ** * * : : :                            |                                                |     |

### Supplementary Figure 10. Protein alignment of NRT1.1 homologs in Arabidopsis, soybean, and rice.

Multiple protein alignment of NRT1.1 homologs were analyzed using Clustal Omega (1.2.4). Protein sequences are from 1 in Arabidopsis (At1g12110), 4 in soybean (Glyma.01G210500, Glyma.11G031500, Glyma.17G139400, and Glyma.05G056900), and 2 in rice (LOC\_Os08g05910 and LOC\_Os10g40600).

# Supplementary material for: Nutrient levels control root growth responses to high ambient temperature in plants
**Source:** Nat Commun. 2024 Jun 1;15:4689. doi: 10.1038/s41467-024-49180-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** Gene ontology analysis using RNAseq data from Gaillochet et al., (2020) and Lee et al., (2021), ChIPseq data from Burko et al., (2020).

**Supplementary Data 2:** Primers in this study.

# Supplementary material for: Nutrient levels control root growth responses to high ambient temperature in plants
**Source:** Nat Commun. 2024 Jun 1;15:4689. doi: 10.1038/s41467-024-49180-6
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | Following softwares were used to analyze RNA-seq data. Splice Transcripts Alignments to Reference (STAR) version 2.7.0a method (Dobin et al., 2013), EdgeR (Robinson et al., 2010), FastQC <a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc/">http://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> , R <a href="http://www.r-project.org">www.r-project.org</a> , For hypocotyl measurement imageJ NIH <a href="http://rsb.info.nih.gov/ij/">http://rsb.info.nih.gov/ij/</a> was used. The ComplexHeatmap (Gu et al., 2016) was used for Heatmap analysis. Enhanced Volcano R package ( <a href="https://github.com/kevinblighe/EnhancedVolcano">https://github.com/kevinblighe/EnhancedVolcano</a> ) was used for volcano plot. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

|                                                               |
|---------------------------------------------------------------|
| Gene Expression Omnibus database (accession number GSE262197) |
|---------------------------------------------------------------|

Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N.A.

Reporting on race, ethnicity, or other socially relevant groupings N.A.

Population characteristics N.A.

Recruitment N.A.

Ethics oversight N.A.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Three independently harvested and dried Arabidopsis thaliana seeds were used for phenotypic analysis. Each experiment represents results from at least 10 seedlings as indicated in the method section. Sample sizes were chosen based on past experience and typical sample sizes reported in the literature.

Data exclusions No data exclusions.

Replication All phenotypic experiments were replicated at least three times. Some of the Western blots were repeated twice.

Randomization Experimental samples were numbered and experiments were performed by investigators.

Blinding Investigators were blinded to group allocation.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

☐ ☒ Antibodies

☐ ☒ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☒ ☐ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

☐ ☒ Plants

### Methods

n/a Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used anti-HY5 (Abiocode, Cat. R1245-2), anti-NRT1.1 (Agrisera, Cat. AS12 2611), anti-Tubulin (Invitrogen, Cat. 32-2500), anti-mouse (Biorad, Cat. 170-6516), anti-rabbit (Agrisera, Cat. AS09 602)

## Validation

Antibodies are commercially available from companies as indicated.  
 anti-HY5 Cat. R1245-2 <https://www.abiocode.com/products/?type=detail&id=3184>  
 anti-NRT1.1 Cat. AS12 2611 <https://www.agrisera.com/en/artiklar/nrt11-nitrate-transporter-11.html>  
 anti-Tubulin Cat. 32-2500 <https://www.thermofisher.com/antibody/product/alpha-Tubulin-Antibody-clone-B-5-1-2-Monoclonal/32-2500>  
 anti-mouse <https://www.bio-rad.com/en-us/sku/1706516-goat-anti-mouse-igg-h-l-hrp-conjugate?ID=1706516>  
 anti-rabbit <https://www.agrisera.com/en/artiklar/goat-anti-rabbit-igg-hl.html>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |      |
|----------------------------------------------------------------------|------|
| Cell line source(s)                                                  | N.A. |
| Authentication                                                       | N.A. |
| Mycoplasma contamination                                             | N.A. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N.A. |

## Plants

|                       |                                                               |
|-----------------------|---------------------------------------------------------------|
| Seed stocks           | hy5-215, chl1.5                                               |
| Novel plant genotypes | hy5-215 chl1.5 double mutant                                  |
| Authentication        | hy5-215 chl1.5 double mutant was verified through genotyping. |

How the deposited data were processed for this re-analysis (not part of the article)

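RNA from roots and shoots of Col-0, hy5 and chl1-5 seedlings was sequenced, with 3 replicates for each of 12 combinations of genotype, tissue and temperature and 36 libraries in all. Seedlings grew for 4 days at 21 °C and for 5 days at 21 °C or 28 °C. The condition and replicate of each library were taken from the sample labels. The authors aligned the reads with STAR 2.7.0a, counted them per gene and used edgeR, and the matrix as deposited holds RPKM, which the authors made from the reads of each gene, its length and the total reads of the library. The paper's text does not state the annotation release or the counting tool.

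Whole reads were recovered from the RPKM by finding, for each library, the total that makes each value a whole number of reads at the gene length of the TAIR10.1 annotation, or at another whole-number length for 5 genes. All values above 0 became whole reads, and the sum of the reads of each library equals the total its RPKM imply. Of the genes, 754 were at 0 in every library. In simulated data with known reads, 100% of the values came back, and 1.02% of genes were given whole reads when the simulated values had none. Totals lie between 51.8 and 89.3 M reads, with a median of 72.4 M. The 10 most abundant genes took 3.35% to 4.55% of the reads in roots and 8.63% to 11.7% in shoots. The squared difference between replicates relative to that of read sampling had a median of 5.35 in roots and 2.34 in shoots. The reads were used for depth, floors and the limma voom alternatives, and all other values are RPKM.

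log2(RPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, separately for roots and shoots, with 6 group means, eBayes with a trend and Benjamini-Hochberg adjustment in each comparison. Genes needed a mean of at least 1 RPKM over the 18 libraries of the tissue, which left 17742 genes in roots and 16817 in shoots. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1, and differences between genotypes had an adjusted p under 0.05. In a simulation with 200 changed genes, all 200 were called, with no unchanged gene called in Col-0 and 18 called for the difference between genotypes. The simulated changes lay well beyond the limit for a DEG, in genes above the filter and with the same relative spread for all genes. The simulation therefore says little about genes near the limit or the filter. The response of NRT1.1 was compared between tissues in 1 fit over all 36 libraries. Whether a mutant shared a response was read both from the overlap of calls and from the difference itself, since a gene can miss a call by a small margin.

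The 10 gene lists (nitrate, phosphate, heat, circadian, suberin, photosynthesis, glucosinolate, iron, flavonoid and shoot thermomorphogenesis) and the genes the paper names were fixed before the data were examined. They were tested with camera at a preset correlation of 0.01, and with fry and camera with the correlation estimated from the data as alternatives. Overlaps of lists with sets and clusters were tested with Fisher's exact test against all genes tested. Adjustment was made over all lists and comparisons. Names that the reference does not pair with an identifier were left out, among them NIGT1.1 and HHO2, as were HSP90.1 and PRR5, which have no values. NRT2.1 (mean 0.710 RPKM in roots), PHT1;8, IPS1 and PIF4 were too low in roots to be tested. The largest changes were picked as the 3 genes in each direction with a mean of at least 10 RPKM, and for changes with temperature only where the libraries of both temperatures did not overlap.

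The 750 Col-0 root DEGs were clustered by k-means with 8 clusters, 100 starts and seed 1 on standardized values. Recovery, comparisons with the paper and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

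Alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter of 5 RPKM, rescaling by the median of ratios, quantile normalization, any fold change, eBayes without a trend, a fit on the compared groups only, the replicate number as a block, each replicate left out in turn, 6 clusters, hierarchical clustering and seed 2. The replicate numbers come from the labels, which do not say that equal numbers were grown together. The correlation of residuals between equally numbered libraries was over 0.1 in 6 of 9 pairs in roots and 5 of 9 in shoots. It ran from -0.274 to 0.286 in roots and from -0.262 to 0.479 in shoots. These values do not exclude effects shared by equal numbers. The replicates were treated as unpaired in the main fits, and the block was an alternative. The alternatives with limma voom on the recovered reads were added after the values were seen. GO enrichment, the qPCR experiments and the reads themselves were not analysed here.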

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

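Only the splits for differences between genotypes with values as they are, gene length, paralogs of NRT1.1 in shoots, and the scaling tests of the photosynthesis and glucosinolate lists were chosen before their results were seen, and all other tests here were chosen after.

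The response to temperature differed from that of Col-0 for 417 genes in chl1-5 roots and for 3614 genes in hy5 roots. With the libraries regrouped in other ways, 7 of 100 splits gave as many genes as in chl1-5, the real one included, and 11 of 100 as many as in hy5, because such splits mix in the effects of genotype and temperature themselves. With these additive effects taken out, 1 of 100 splits, the real one, did so in each mutant, and the highest other split gave 17 genes for chl1-5 and 1 gene for hy5. The count in hy5 was 3637 after rescaling by the median of ratios, 3796 with the trend on gene length taken out of each library, and 3322 with voom, and the 10 most abundant genes took at most 4.55% of the reads of a root library. These explanations therefore did not account for it. Both differences use the same Col-0 libraries, yet their correlation over genes was -0.109, where shared controls alone gave 0.499 in simulations.

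For each genotype and tissue, the real grouping by temperature was the only 1 of 10 splits with as many DEGs, and no other split gave a DEG. With 3 libraries per group the design cannot give a smaller share, so the splits cannot tell more than that.

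NRT1.1 fell less in hy5 roots than in Col-0 roots, by 1.23 on the log2 scale. The difference was 1.21 after rescaling by the median of ratios. Reads from paralogs would show in chl1-5 roots, which held at most 4 reads. In Col-0 shoots, NRT1.1 fell from 17.7 ± 0.196 to 7.30 ± 0.195 RPKM (SD, n = 3 each; log2 fold change -1.17, adjusted p = 2.6e-15). Its fall in Col-0 was larger in roots than in shoots, with a difference of -1.30 (adjusted p = 2.6e-09), and of -1.22 after rescaling by the median of ratios over both tissues. With values as they are, 29 of 200 splits gave so large a difference, the real one included, and with additive effects taken out 1 of 200, the real one, did.

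Shoot libraries labelled chl1-5 held at least 3715 reads on NRT1.1, while root libraries of chl1-5 held 0 to 4. In these shoots, NRT1.1 rose from 13.4 ± 0.417 to 18.9 ± 0.445 RPKM (SD, n = 3 each; log2 fold change 0.46, adjusted p = 1.1e-09). ELP (AT1G12090), close to NRT1.1 on the chromosome, had at most 4 reads in the same libraries and at least 45743 in each Col-0 shoot library, so mislabelled libraries did not account for the reads. A mixed sample did not either, since ELP was at 0.00322% of its Col-0 level and NRT1.1 at 129%. Of 26 other genes of the NRT1 and PTR family, 0 had as many reads in the shoots and as small a share in the roots. Transcription of a remaining part of NRT1.1 in shoots may be an explanation, which values per gene cannot tell from others.

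The glucosinolate list differed from Col-0 by a median of -0.59 in chl1-5 and 1.08 in hy5. The value in hy5 was 1.06 after rescaling and 1.07 with the trend on gene length taken out. In hy5, the photosynthesis list differed by -1.20, the circadian list by -0.40 and the suberin list by 0.42, and in chl1-5 the iron list differed by 0.39. The rise of the photosynthesis list in Col-0 roots could come from shoot RNA in the root samples. In that case, all abundant shoot transcripts would be raised alike, but 5 of 50 were at less than 0.117% of their shoot level in Col-0 roots at 28 °C, such as CA1 with 786 RPKM in shoots and 0.0370 RPKM in roots. The rise was 1.31 after rescaling by the median of ratios.

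In shoots, which the paper's sequencing results do not describe, 881 genes were DEGs in Col-0 (557 up and 324 down), 797 in the libraries labelled chl1-5 and 1035 in hy5. Of the 16817 genes tested in shoots, 9462 (56.3%) responded differently from Col-0 in the libraries labelled chl1-5 and 8453 (50.3%) in hy5. The difference was above 1 or below -1 for 97 and 199 of them. With quantile normalization, Col-0 also had 881 DEGs, of which 809 were the same genes, and the share of DEGs that rose fell from 63.2% to 55.1%. NATA1 had 0 to 2 reads in Col-0 shoots at 21 °C and 3156 to 3981 at 28 °C, a level of 48.4 RPKM. AT3G59930 (4.37) and AT1G53540 (3.96) also rose, and AT3G16670 (-4.48), AT2G04050 (-3.92) and UGT74E2 (-3.72) fell most.

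Reads on 16 genes were found in all 12 hy5 libraries and nearly absent from the 24 others, against 0 such genes for Col-0 and 0 for chl1-5. The rule was at least 10 reads in each hy5 library and at least 10 times the highest value elsewhere. AT1G20400 had 2182 to 4650 reads in hy5 and at most 125 elsewhere. Of the 16, 0 lay within 500 genes of HY5, and they lay on 4 chromosomes, so a segment linked to HY5 did not account for them. The median depth of the hy5 libraries was 0.998 times that of the others. A different parental background of hy5 is a candidate explanation that was not tested.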

How the results depend on the processing

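The limma voom settings were chosen after the values were seen, and the other alternatives before. The planned count test was not run on the recovered reads, and limma voom was the only test run on them.

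With a pseudocount of 0.1, the root DEGs rose to 1170 in Col-0 and 888 in hy5, the Col-0 DEGs shared with chl1-5 to 999 and those not called in chl1-5 to 171, and the shoot DEGs to 1327 in Col-0 and 1373 in the libraries labelled chl1-5. With a filter of 5 RPKM, the sets not called in chl1-5, not called in hy5, and called in Col-0 and chl1-5 only fell to 65, 266 and 227, and the shoot DEGs to 578 in Col-0, 519 in chl1-5 and 661 in hy5.

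With any fold change, 11759, 11953 and 10823 genes passed in roots of Col-0, chl1-5 and hy5. Of those in Col-0, 9926 were shared with chl1-5, 1833 not called in chl1-5, 3216 not called in hy5, and 2427 called in chl1-5 and not in hy5. In shoots, 12936, 13166 and 12993 genes passed.

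With limma voom on the same genes, the root DEGs were 1229 in Col-0 and 949 in hy5, the Col-0 root DEGs shared with chl1-5 were 1046, 183 were not called in chl1-5, and the shoot DEGs were 1428, 1476 and 1604. On genes with at least 10 reads in 3 or more libraries, the root DEGs were 2211, 2462 and 1856, with 1776 shared, 435 not called in chl1-5, 1052 not called in hy5 and 783 called in chl1-5 and not in hy5, and the shoot DEGs were 2828, 3109 and 3088. On all genes above 0, the root DEGs were 2379, 2703 and 2090, with 1836 shared, 543 not called in chl1-5, 1170 not called in hy5 and 816 called in chl1-5 and not in hy5, and the shoot DEGs were 3142, 3422 and 3504.

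The number of genes with a different temperature response in root chl1-5 minus Col-0 was 243 in a fit on the compared groups only and between 206 and 518 with 1 replicate left out. It fell by more than 1.5 times in 5 of 12 such fits, to 251 and 206 without the first and second 21 °C replicates of Col-0, to 275 and 256 without the 21 °C replicates 2 and 3 of chl1-5, and to 213 without its 28 °C replicate 3. A replicate block gave 750, 947 and 568 root DEGs, as without it, and 336 and 3435 genes with a different response in chl1-5 and hy5. The log2 fold change of ERD5 in root chl1-5 minus Col-0 then lost its call (adjusted p = 0.0644), as it did without a filter (0.0669).

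Camera with an estimated correlation called 0 lists in each of the 5 comparisons. Fry called 8 lists in hy5, with the circadian, flavonoid, phosphate and shoot thermomorphogenesis lists added to those of camera, and 1 in the difference of chl1-5 from Col-0. In chl1-5, it added the iron list.

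Signs changed only for values near 0. They changed for LBD37 in chl1-5 roots (-0.0187 with the median of ratios, -0.0217 to 0.0801 with 1 replicate left out), LBD37 in hy5 minus Col-0 (0.0554 with quantile normalization, -0.0661 to 0.0194), PILS6 in roots minus shoots (-0.0092 with a pseudocount of 0.1) and PILS6 in chl1-5 minus Col-0 (-0.0280 to 0.0366). With 1 replicate left out, they also changed for NLP7 in Col-0 (-0.0164 to 0.133) and in chl1-5 minus Col-0 (-0.0159 to 0.133), for PHO1 in Col-0 (-0.120 to 0.00929), in chl1-5 (-0.218 to 6.4e-05) and in chl1-5 minus Col-0 (-0.165 to 0.0527), and for NRT1.5 in chl1-5 minus Col-0 (-0.243 to 0.0454). The difference of AT4G33720 between hy5 and Col-0 lost its call with a pseudocount of 0.1 (-1.96) and with voom (-0.32).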

Differences from the paper's values

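The limma voom settings named here were chosen after seeing the values, and the other alternatives before.

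The paper reports 1512 root DEGs in Col-0, 1761 in chl1-5 and 1295 in hy5, where 750, 947 and 568 were found here. It reports 249 Col-0 DEGs not called in chl1-5, 755 not called in hy5 and 593 called in Col-0 and chl1-5 only, where 99, 406 and 347 were found here. A pseudocount of 0.1 brought all 6 counts within 1.5 times of the paper's, with 1170, 1361, 888, 171, 578 and 468. No other alternative chosen before did so for any of them. The counts of those others ran from 527 to 11759 in Col-0, from 641 to 11953 in chl1-5 and from 386 to 10823 in hy5, and any fold change gave the highest of each. For the sets, they ran from 65 to 1833, from 266 to 3216 and from 227 to 2427. Chosen after seeing the values, limma voom on the same genes also brought all 6 within this range, with 1229, 1405, 949, 183, 599 and 481. Of the other voom settings, also chosen after seeing the values, that on genes with at least 10 reads in 3 or more libraries left 435 genes not called in chl1-5 outside it, and that on all genes brought only the last set, with 816, within it. The choices for genes at low levels may therefore be a part of the difference in counts.

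The shares differed less. The paper gives 83% of the Col-0 DEGs as shared with chl1-5 and 49.9% as not called in hy5, and 86.8% and 54.1% were found here. With any fold change, 84.4% were shared with chl1-5, but only 27.3% were not called in hy5, so the latter share depends on the threshold. The log2 fold change of NRT1.1 in Col-0 roots is about -2.6 in Fig. 6a, read by eye, and was -2.48 here.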

Other observations

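The comparison between qPCR and sequencing was chosen after the results were seen.

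In the paper's qPCR, NIA1 and LBD37 were not altered at 28 °C and NLP7 was reduced. In the sequenced Col-0 roots, NIA1 fell (-1.78, adjusted p = 3.3e-05), LBD37 fell by a smaller amount (-0.20, adjusted p = 0.00713) and NLP7 did not change detectably (0.05, adjusted p = 0.515). The qPCR also covered shoots. In the sequenced Col-0 shoots, NLP7 fell (-0.27, adjusted p = 2.0e-06), NIA1 fell (-0.67, adjusted p = 1.6e-13) and LBD37 rose (0.22, adjusted p = 2.6e-06). For NRT1.5, the paper states both that it was not altered and that it decreased in Col-0 and hy5, and in the sequenced roots it fell in both (-1.14 in Col-0, adjusted p = 1.1e-06, and -0.55 in hy5, adjusted p = 0.00149). The paper's qPCR found the change of NRT1.1 abolished in hy5 roots, and in the sequenced roots it was -1.25 (adjusted p = 5.6e-07). NRT2.1 had a mean of 0.710 RPKM in roots and was not tested.

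ELP (AT1G12090) and AT1G12100, which lie next to NRT1.1, were also nearly without reads in chl1-5. ELP had at least 9544 reads in each Col-0 root library and at most 113 in each chl1-5 root library, and AT1G12100 had 43 to 110 reads in Col-0 shoots and 0 in the shoot libraries labelled chl1-5.

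Both mutants differed from Col-0 in their response for 164 genes, and 62 of these differed in the same direction.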
